# MicroRNA-138 is a Prognostic Biomarker for Triple-Negative Breast Cancer and Promotes Tumorigenesis via TUSC2 repression

**DOI:** 10.1038/s41598-019-49155-4

**Published:** 2019-09-03

**Authors:** Srikanth Nama, Manish Muhuri, Federica Di Pascale, Shan Quah, Luay Aswad, Melissa Fullwood, Prabha Sampath

**Keywords:** Breast cancer, miRNAs

## Abstract

Breast cancer manifests as a spectrum of subtypes with distinct molecular signatures, and different responses to treatment. Of these subtypes, triple-negative breast cancer (TNBC) has the worst prognoses and limited therapeutic options. Here we report aberrant expression of microRNA-138 (miR-138) in TNBC. Increased miR-138 expression is highly specific to this subtype, correlates with poor prognosis in patients, and is functionally relevant to cancer progression. Our findings establish miR-138 as a specific diagnostic and prognostic biomarker for TNBC. OncomiR-138 is pro-survival; sequence-specific miR-138 inhibition blocks proliferation, promotes apoptosis and inhibits tumour growth *in-vivo*. miR-138 directly targets a suite of pro-apoptotic and tumour suppressive genes, including tumour suppressor candidate 2 (TUSC2). miR-138 silences *TUSC2* by binding to a unique 5′-UTR target-site, which overlaps with the translation start-site of the transcript. Over-expression of TUSC2 mimics the phenotype of miR-138 knockdown and functional rescue experiments confirm that TUSC2 is a direct downstream target of miR-138. Our report of miR-138 as an oncogenic driver in TNBC, positions it as a viable target for oligonucleotide therapeutics and we envision the potential value of using antimiR-138 as an adjuvant therapy to alleviate this therapeutically intractable cancer.

## Introduction

Breast cancer is the most common cancer in women (~12% of new cancer diagnoses, 25% of cancers in women;)^1^, and a leading cause of female cancer-related death worldwide (<500,000 deaths per year)^2^. Clinical difficulties in managing breast cancer result in part from the heterogenous nature of the disease – breast tumours fall into a spectrum of subtypes with distinct morphologies, molecular features, and responses to treatment.

Breast tumours may be histologically classified based on their expression of the oestrogen and progesterone hormone receptors (ER and PR respectively), and human epidermal growth factor receptor 2 (HER2). The ‘luminal’ subtypes (Luminal A and Luminal B) express ER. This ER + phenotype generally produces good clinical outcomes due to the availability of effective strategies targeting signalling through the oestrogen receptor^3^. Similarly, treatment regimes targeted at the HER2 pathway have revolutionized the treatment of HER2 + breast carcinomas^4^. In contrast, triple-negative breast tumours do not express ER, PR, or HER2. Chemotherapy is the mainstay for management of triple-negative breast cancer (TNBC) due to the lack of targeted therapeutics. The need for tailored treatment regimes for TNBC is reflected in its poorer clinical outcomes relative to other breast cancers^5^. Triple-negative tumours represent ~20% of breast cancer diagnoses. They tend to occur in younger patients (<50 years), progress rapidly, and are more likely to metastasize to the brain and viscera relative to HER2 + cancers^5^. As a result, TNBC patients are significantly less likely to survive than other breast cancer patients following the first metastatic event.

At this juncture, it is important to note the subtle distinction between TNBC and basal-like breast carcinomas. Both subtypes show similarities in their clinical progression, including early age of onset and aggressive progression. Considerable overlap (>70%) exists between basal-like and triple-negative cancers^3^, but the two subtypes are not synonymous. Sub-classification of TNBCs from basal-like tumours is necessary – the ‘TNBC’ designation concerns hormone receptor and HER2 status, which have direct clinical relevance. In contrast, the ‘basal-like’ classification is usually based on immunohistochemical staining for the expression of epidermal growth factor receptor (EGFR) and cytokeratins (especially CK5/6)^6,7^, the clinical utility of which is less straightforward. The large extent of overlap between the two subtypes occurs because most basal-like tumours also lack oestrogen receptor (ER), progesterone receptor (PR) and HER2 expression. A five marker panel (ER-PR-HER2–EGFR-CK5/6) allows sub-classification of TNBCs as basal-like (or Core Basal, CB) when EGFR and/or CK5/6 are positive or five negative (5NP) if all markers are negative^8^. In this report, we will focus on TNBCs regardless of basal-like status in order to address the lack of targeted therapeutics in ER-/PR-/HER2- triple-negative tumours,

Targeting microRNAs (miRNAs), or their associated regulatory networks, which are dysregulated in TNBC might represent a viable strategy for targeted therapeutics. miRNAs are short (18–23 nt) non-coding RNAs that regulate virtually all biological functions via post-transcriptional gene silencing. Altered miRNA expression is common during cancer initiation and metastasis^6^. A systems level analysis of miRNA expression in human breast tumours revealed that specific miRNAs may serve as potential oncogenes or tumour suppressors and function by modulating the immune response that characterizes these tumours^9^. In fact, miRNA expression signatures are also correlated with the hormone receptor status in breast cancer. Three classes of miRNA signatures corresponding with ER (miR-342, miR-299, miR-217, miR-190, miR-135b and miR-218), PR (miR-520g, miR-377, miR-527–518a and miR-520f-520c) and HER2 (miR-520d, miR-181c, miR-302c, miR-376b and miR-30e) have been characterized, respectively^10^. Moreover, as many as 133 miRNAs are differentially expressed between tumours and healthy tissue^7^. An array of studies has been published on miRNA signatures in TNBC that have elucidated the roles of miRNAs in the progression or suppression of tumors. A number of them are overexpressed, namely miR-221, miR-222, miR-100, miR-146a, miR-125b^11–14^, miR-29a, miR-31, miR-130a, miR-140-3p, miR-455, miR-199a/b-3p^14^, miR-135-5p, miR-18-5p, miR-9-5p, miR-522-3p^15^, while miRNA genes like miR-26a^16^, miR-20a-5p^17^, miR-124^18^, miR-200, miR-182, miR-141, miR-375, miR-203^11–13^, miR-190-5p, miR-449a^15^, have reduced expression in TNBC tumours. Among this list of differentially expressed miRNAs, we have previously demonstrated oncogenic potential for miR-138 in recurrent malignant gliomas, and were interested in exploring its roles in the context of breast cancer. In gliomas, miR-138 is transcribed by RNA Pol III^8^ and promotes the survival of glioma stem cells^9^. Aberrant miR-138 expression has been reported in various cancers including anaplastic thyroid carcinoma (ATC), NSCLC, and gallbladder carcinoma^10–12^. Increased expression of miR-138 in TNBC has been reported^11,13,19,20^. miR-138 may modulate metastasis and epithelial-mesenchymal transformation (EMT)^21^. By and large, epigenetic and genetic changes in cancer cells during malignant transformation alter the suite of mRNAs available as targets for miRNAs. Therefore, the cellular context-specific function of miRNAs depends on the available cohorts of downstream effectors^13^. Hence, we hypothesize that in breast cancer, tumour cells might differ in their behaviour, including their expression and utilization of miR-138, by subtype.

In this report, we present our finding that miR-138 is a specific molecular signature of triple-negative breast cancers. It is expressed in cells and tissues derived from triple-negative carcinomas and absent in both luminal and HER2 + breast cancers. This expression of miR-138 is clinically significant in TNBC and we demonstrate that miR-138 is a prognostic biomarker for breast cancer pathogenesis. We also identify TUSC2, a tumour suppressor, as one of the direct targets of miR-138. *In vivo* tumour formation is inhibited by miR-138 knockdown, suggesting that targeted therapy may unlock new strategies for the management of triple-negative breast cancers with improved patient outcome.

## Results

### MicroRNA-138 is a diagnostic biomarker for triple-negative breast cancer

A screen from 544 breast cancer patients in The Cancer Genome Atlas (TCGA) database revealed that triple-negative breast tumours express significantly higher levels of miR-138 than luminal tumours, HER2 + tumours, or healthy breast tissue (TNBC: n = 52, luminal: n = 345, TNBC vs luminal p < 0.0001, Fischer’s exact test; Fig. 1A). To further validate this finding, we screened patient tissue array samples using fluorescent *in situ* hybridization (FISH) for miR-138. Elevated miR-138 expression was noted in 84% (n = 43/51) of the TNBC tumour sections, while little or no miR-138 was seen in luminal (n = 54) and majority of the HER2 tumour sections (n = 33) (Fig. 1B,C).

**Figure 1:**
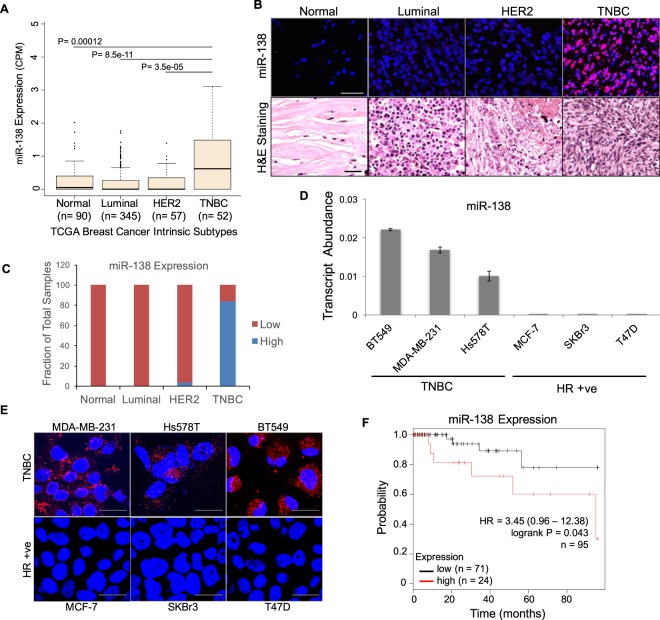
MicroRNA-138 is a potential diagnostic biomarker for triple-negative breast cancer: (**A**) miR-138 expression data sourced from the TCGA database, represented as box plots in breast cancer subtypes along with normal tissue samples. Note that TNBC shows highest mean expression of miR-138. (**B**) *In situ* hybridization with LNA probes specific for mature miR-138 on patient tissue sections from tissue array (upper panel) [normal (n = 6), luminal (n = 51), HER2 (n = 33) and TNBC (n = 54). miR-138 is stained in red and nuclei are stained blue. Scale bar_,_ 50 µm. Hematoxylin & Eosin staining for the same (lower panel) Scale bar - 100 µm. (**C**) Bar graph represents quantification of miR-138 expression in tissue samples from indicated groups. Note that a substantial proportion (84%) of TNBC sections express high levels of miR-138 compared to other subtypes or normal tissue sections. (**D**) Bar graph representing transcript abundance of mature miR-138 in indicated breast cancer cell lines. Note that TNBC cell lines express elevated levels of miR-138 compared to HR + ve cell lines. Error bars represent the standard deviation. (**E**) Expression of miR-138 detected by *in situ* hybridization in TNBC (upper panel) or HR + ve cell lines (lower panel). miR-138 is stained in red and nuclei are stained blue. Scale bar, 20 µm. (**F**) Kaplan-Meier survival curves with statistical significance by log-rank test of two groups representing TNBC subtype (n = 95). Elevated expression of miR-138 correlates with increased mortality.

Further, our findings were validated by specific expression of miR-138 in TNBC cell lines. Using stem loop qRT-PCR, we observed that three cell lines derived from TNBC tumours (MDA-MB-231, Hs578T, and BT549) expressed high levels of miR-138. In contrast, human breast epithelial cell line (MCF10A) or cell lines derived from hormone receptor positive (HR + ve) tumours (MCF7, SKBR3, and T47D) showed little or no miR-138 expression (Figs S1A, 1D). We confirmed these findings by *in situ* hybridization (ISH), using specific probes to detect miR-138 (Fig. 1E). Our ISH data was consistent with our qRT-PCR data, validating significant miR-138 expression only in TNBC cell lines.

To understand the clinical relevance of this TNBC-specific miR-138 expression, we analyzed miR-138 expression in TCGA database in correlation with patient survival. In an unsorted TCGA dataset containing 579 breast cancer patients, we noted no significant association between miR-138 expression and patient outcome (Hazard Ratio = 1.04 (0.61–1.78), n = 579, *P* = 0.87) (Fig. S1B). Filtering this dataset and restricting this analysis to 95 TNBC patients reveals a significant correlation between miR-138 level and patient prognosis. Increased miR-138 expression is associated with increased mortality (Hazard Ratio = 3.45 (0.96–12.38), n = 95, *P* = 0.043; (Fig. 1F). Our data suggests that miR-138 distinguishes TNBC tumours from other breast cancer subtypes and serves as a specific biomarker for this subtype. We also note that miR-138 is a prognostic marker with reference to TNBC progression.

### MicroRNA-138 is a pro-survival oncomiR for triple-negative breast cancer

To study the consequences of aberrant miR-138 expression in TNBC, we generated lentiviral constructs encoding antagomiRs against miR-138. These were used to create stable miR-138 knockdowns in TNBC cell lines: MDA-MB-231, Hs578T, and BT549. Corresponding transductions were performed, incorporating a non-targeting scrambled construct, to control for off-target effects. Knockdown efficiency was verified by qRT-PCR (Fig. S2A). TNBC cells expressing lentiviral-encoded antagomiR-138 failed to grow and a significant reduction in cell number was apparent (Fig. 2A). This effect was not seen in HR + ve cell lines transduced with the same construct (Fig. S2B). No growth retardation was observed with the scrambled control construct in any of the cell lines tested (Figs 2A and S2B). The effect of antagomiR-138 expression on cell viability was assayed over time in MDA-MB-231, Hs578T, and BT549 cells (Fig. 2B). In contrast to the scrambled controls, where cell viability increases substantially over 12 days, miR-138 knockdown decreases cell viability over time. The inhibitory effects of miR-138 knockdown on cell viability are also apparent in 3D organoid culture. AntagomiR-138 expression in MDA-MB-231 and BT549 cells significantly reduced colony formation in an anchorage-independent soft agar assay, relative to the scrambled control (Figs S2C and S2D).

**Figure 2:**
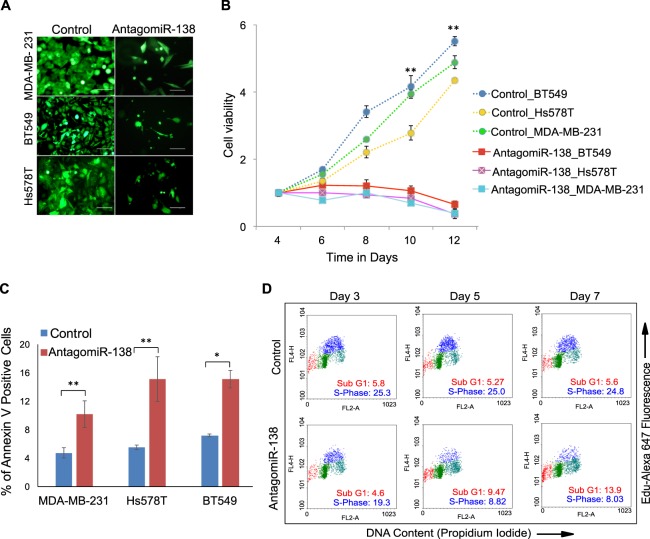
MicroRNA-138 is a pro-survival oncomiR for TNBC subtype: (**A**) Fluorescent images of TNBC cell lines transduced with indicated lentivirus expressing antagomiR-138 or scrambled control. (**B**) The line graph indicates that the number of viable cells increased with time in cells transduced with scrambled control, but not in cells transduced with antagomiR-138. Note the results are consistent in all three cell lines. (**C**) Bar graph depicts percentage of Annexin V positive cells in TNBC cell lines transduced with indicated lentivirus. (**D**) Dual colour cell-cycle analysis of MDA-MB-231 cells transduced either with scramble or antagomiR-138 at indicated time points. Note the decrease in S-phase (blue) cell population and concomitant increase in subG1 (red) population in antagomiR-138 transduced cells compared to scrambled control.

The above effects of miR-138 on promoting cell viability might result from reduced apoptosis, increased cell proliferation, or a combination of both processes. We assayed cells for Annexin V, an early apoptotic marker, to test for an effect of miR-138 on apoptotic inhibition. AntagomiR-138 transduction increased the fraction of Annexin V-positive cells relative to that in the scrambled control (Fig. 2C). To confirm the role of miR-138, we further analyzed cellular DNA content using a dual-colour flow cytometric analysis in MDA-MB-231 cells transduced with either antagomiR-138 relative to that in the scrambled control. In the presence of the antagomiR, cellular entry into S-phase was reduced (Fig. 2D). Additional observations such as an increase in the sub-G1 population (Fig. 2D), suggests the cells may be undergoing apoptotic cell death in the presence of the antagomiR.

### Depletion of miR-138 leads to apoptotic cell death *in vitro* and prevents tumorigenesis *in vivo*

Detection of 89 kDa cleaved PARP, and presence of 19 kDa cleaved caspase upon depletion of miR-138 (Fig. 3A), indicates enhanced apoptosis. Finally, compared to the scrambled control we observed an increase in caspase-3/7 activity in response to miR-138 knockdown confirming that depletion of miR-138 enhances apoptosis in TNBC cells,. This effect is consistent in MDA-MB-231, Hs578T, and BT549 (Fig. 3B). These data demonstrate that miR-138 promotes viability in triple-negative tumour cells by enhancing proliferation and simultaneously suppressing apoptosis *in vitro*.

**Figure 3:**
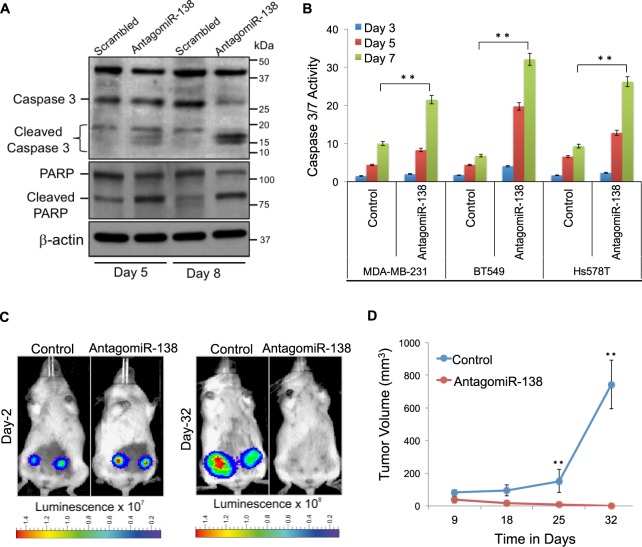
Depletion of miR-138 leads to apoptotic cell death *in vitro* and prevents tumorigenesis *in vivo*: (**A**) Western blot analysis for cleaved caspase 3, and cleaved PARP; β-Actin serves as a loading control. (**B**) Caspase-3/7 activity, normalized to the cell number, increased in antagomiR-138 transduced cells relative to the scramble control. **C**) Representative bioluminescent images of NSG mice implanted with antagomiR-138 or scrambled control expressing MDA-MB-231 cells, at indicated time points post-engraftment in mammary fat pads. (**D**) Line graph represents real time analysis of tumour volume in mice (n = 10). Error bars represent the standard deviation (Student’s *t*-test; *[P < 0.05], **[P < 0.001]).

Having established that miR-138 supports cell survival in culture, we sought to study *in vivo* effects of miR-138 on tumourigenesis. Luciferase-expressing MDA-MB-231 cells, transduced with either antagomiR-138 or the scrambled control, were implanted into the mammary fat pad in immunocompromised mice (NOD.*Cg-Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^/SzJ mice; n = 10). Both the antagomiR-expressing and control cells successfully establish tumours following engraftment (Fig. 3C). After 32 days, control tumours attain significantly larger sizes compared to those established using miR-138 knockdown cells (0.57 mm^3^ for antagomiR-138 compared to 740.9 mm^3^ for control, p = 0.0082; Fig. 3D and S3A). To validate our observation that miR-138 knockdown reduces cell proliferation, we stained xenograft tumour sections for Ki-67, which is a marker for proliferation. Ki-67 staining was notably more abundant in control tumour sections compared to those obtained under miR-138 knockdown conditions (Fig. S3B). We also performed immunohistochemical staining on these sections for the apoptotic marker CASP3 (Fig. S3C). CASP3-expressing cells were observed in miR-138 knockdown tumour sections, albeit at a lower frequency than Annexin V-positive cells in 2D culture (Fig. 2C).

Together, these findings support a role for miR-138 in augmenting the growth and survival of triple-negative breast cancer cells. Our results are consistent both in cell culture as well as in xenograft mouse models. They lend support to our hypothesis that miR-138 has a pro-survival function in the TNBC subtype.

### Tumour suppressor gene TUSC2 is a direct target of miR-138

After demonstrating that miR-138 enhances cell survival in TNBC cell lines, we pursued the molecular mechanisms through which these effects are mediated. We postulated that, as an oncogenic miRNA, miR-138 would post-transcriptionally suppress a suite of downstream messenger RNA transcripts involved in apoptosis and tumour suppression. 

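MDA-MB-231 is a basal breast cancer cell line of the triple-negative subtype. Cells were transduced with lentivirus expressing antagomiR-138, an inhibitor that pairs with miR-138, or a scrambled control, and were harvested 72 h later, on day 3. Total RNA (500 ng) of 3 samples per group was converted to biotinylated cRNA and hybridized on Illumina bead arrays, 1 array for each of the 6 samples. The array name in the methods and the platform of the probe annotation used here are different Illumina designs, so genes were named through the probe identifiers. Every identifier with a gene in the annotation was among the measured probes, but 17201 of the 47322 measured probes have no gene there.

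The authors' deposited tables hold, for each of 47322 probes, a background-subtracted intensity on a linear scale, its detection p-value against the negative control probes of the same array, and a version normalized between arrays. Between 19263 and 20430 probes per array (40.7% to 43.2%) had a detection p under 0.05, and the median intensity was 14.2 to 16.7. Scrambled control arrays detected 19377 to 20247 probes and antagomiR-138 arrays 19263 to 20430. From the unnormalized intensities, the background was fitted from the detection p-values, arrays were quantile-normalized, and log2 was taken after adding 16 (neqc in limma). A probe entered with a detection p under 0.05 on at least 3 of the 6 arrays, and a gene was represented by its entering probe with the highest mean signal. This left 11426 genes. Another 4869 entering probes (24.3%) are not assigned to 1 gene here and were left out. Levels correlated at 0.996 across genes within groups and at 0.962 to 0.964 between groups; genes are not independent replicates. Fold changes are antagomiR-138 over scrambled control, tested with limma and adjusted by the Benjamini-Hochberg method. No source states that the 3 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

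The knockdown itself cannot be read from these arrays, since labelled cRNA does not report the mature miRNA. The probes for its precursor genes, MIR138-1 and MIR138-2, were not above background on any array (lowest detection p 0.395, highest 0.900).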

We compared gene expression profiles from MDA-MB-231 cells transduced with either antagomiR-138 or the scrambled control using a microarray (Fig. 4A). Array data was further validated by qRT-PCR. This survey identified a number of pro-apoptotic and tumour suppressor transcripts with significant differential expression in response to miR-138 knockdown (Fig. 4B). 

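Pro-apoptotic genes changed in both directions upon miR-138 knockdown. Of 32 measured genes of this group, listed before the data were examined, 14 were higher and 9 were lower. The other 9 did not pass an adjusted p of 0.05 (15 higher and 9 lower when adjusted over the list alone). Of all 11426 genes, 60.1% passed this threshold, so such counts in both directions do not by themselves set a group apart. BAK1, which permeabilizes the outer mitochondrial membrane, rose 2.25-fold (log2 fold change 1.17, standard error 0.153, adjusted p = 0.000587 from limma), and CYCS, which encodes cytochrome c, rose by 1.15 on the log2 scale (standard error 0.126; 0.75 with a normexp offset of 50). CASP6, an executioner caspase, fell by 2.30 (standard error 0.120, adjusted p = 1.19e-05), and BNIP3L, a mitophagy receptor of the BCL2 family, fell by 1.43. The median log2 fold change of the group was 0.21 (0.05 with no detection filter and 0.13 with a normexp offset of 50), and the group did not stand apart from the other genes (camera, adjusted p = 0.624, and adjusted p = 0.776 with an estimated correlation).

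Of 51 measured tumour suppressor genes, 12 were higher, 16 were lower and 23 did not pass the test (12 higher and 15 lower when adjusted over the list alone), with a median log2 fold change of −0.07 (−0.11 to −0.04 over the other settings; camera, adjusted p = 0.676, and adjusted p = 0.655 with an estimated correlation). TNFAIP3, an inhibitor of NF-kB signalling, rose by 1.31 on the log2 scale. RBL2, a pocket protein related to the retinoblastoma protein, fell by 1.03, and CHEK2, a DNA damage checkpoint kinase, fell by 0.97. Of 18 anti-apoptotic genes, 7 were higher, among them BIRC2 (log2 fold change 0.63) and AVEN (0.52), and 4 were lower, with the same counts when adjusted over the list alone. BIRC5 (survivin) fell by 0.90, and BAG1 was at least 1.35-fold lower, being above background on all 3 control arrays and on no antagomiR-138 array (log2 fold change −0.34 with a normexp offset of 50). The bound sets the control mean against the lowest signal that an array could call. The median of the anti-apoptotic genes was 0.08 (0.05 to 0.14 over the other settings; camera, adjusted p = 0.843, and adjusted p = 0.828 with an estimated correlation).

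Of the genes drawn in Fig. 4A and 4B, 8 were named through the annotation and tested here. Of these, 2 were higher, 2 were lower and 4 did not pass the test, with the same counts when adjusted over the list alone. The study chose these genes in part on these samples, so their direction is not independent evidence. BLCAP, a reported miR-138 target, rose 2.30-fold (log2 fold change 1.20, standard error 0.0670, adjusted p = 1.57e-05). PANX2, a pannexin channel gene, had a log2 fold change of 0.23 (standard error 0.0766, adjusted p = 0.0382). AURKA, a kinase of mitotic spindle assembly, fell by 1.35 (standard error 0.0708, adjusted p = 1.21e-05), and LASP1, an actin-binding protein gene, fell by 1.15 (standard error 0.0729, adjusted p = 2.55e-05). The log2 fold change was −0.11 for the anti-apoptotic BCL2L1 (standard error 0.0611, adjusted p = 0.155), 0.09 for the stress-inducible GADD45A (0.0576, 0.208), 0.03 for MXD1, an antagonist of MYC (0.0709, 0.734), and −0.08 for TXNIP, an inhibitor of thioredoxin (0.0540, 0.238). The PANX2 call was lost in 9 of 18 other settings, including without scrambled control replicate 1 or 3 and without antagomiR-138 replicate 1 or 2 (adjusted p from 0.0223 to 0.112 over all 18), and BCL2L1 passed with the mean of its probes (log2 fold change −0.17, adjusted p = 0.0357; adjusted p from 0.0357 to 0.645 over the 18).

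In all, 6863 of the 11426 genes (60.1%) changed, 3536 of them higher and 3327 lower. In 7614 genes (66.6%) the values of the 2 groups did not overlap, where chance gives 10% with 3 samples against 3. The count fell to 2873 genes (1297 higher and 1576 lower) when a change of at least 1.5-fold was also required. The paper postulates that miR-138 suppresses transcripts of apoptosis and tumour suppression; from the array and qRT-PCR it states that such transcripts were differentially expressed upon knockdown, and it searches these for miR-138 binding sites to find direct targets.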

To identify direct targets of miR-138, we performed *in silico* analysis on these RNAs to look for miR-138 binding sites. This computational study revealed the presence of a miR-138 binding site in the *tumour suppressor candidate 2* (*TUSC2*) mRNA (ΔG = −28.9 kcal/mol). *TUSC2*, also known as *FUS1*, is reported in the literature as a candidate tumour suppressor^22^. Unlike the majority of known miRNA target sites which are located in 3′ UTRs, this miR-138 binding site is located within the 5′ untranslated region (5′-UTR) of *TUSC2* where it overlaps with the translation start site (Fig. 4C).

**Figure 4:**
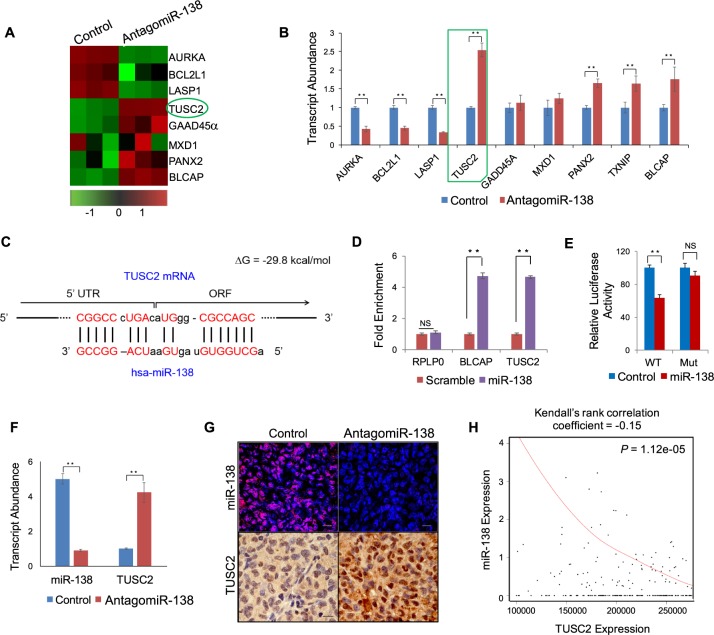
Tumour suppressor gene TUSC2 is a direct target of miR-138: (**A**) Heat map representing expression values of selected genes from microarray data analysis in MDA-MB-231 cells (scrambled control vs antagomiR-138). Red and green shades indicate deviation relative to the individual mean values of the genes. (**B**) qRT-PCR validation of selected miR-138 target genes from microarray. Note that TUSC2 showed highest expression levels upon miR-138 knockdown. (**C**) Binding site of miR-138 at 5′ UTR region of TUSC2 mRNA, complementary nucleotides are shown in red. (**D**) Bar graph represents qRT-PCR analysis of enriched transcripts by RNA immuno-precipitation (RIP). Note that TUSC2 mRNA is enriched by biotinylated miR-138 oligos in HEK293T cells, RPLP0 serves as a negative control and BLCAP serves as the positive control. (**E**) Functional validation of miR-138 and TUSC2 interaction by chimeric luciferase assay. Bar graph represents normalized luciferase values for indicated samples. Mutation of miRNA binding site rescues luciferase expression. (**F**) qRT-PCR analysis of miR-138 and TUSC2 from indicated xenograft tumours, transcript abundance is shown as a bar diagram. (**G**) Detection of miR-138 expression in xenograft tumour sections using fluorescent *in situ* hybridization (red signal, upper panel) scale bar-50 µm and immune-histochemical localization of TUSC2 protein (brown stain, bottom panel) scale bar- 100 µm. (**H**) TUSC2 gene expression from TNBC subtype (n = 502) displays an inverse correlation with miR-138 expression as depicted in the Kendall plot. Error bars represent the standard deviation (Student’s *t*-test; *[P < 0.05], **[P < 0.001]).

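In the array signal of the single samples, AURKA, LASP1 and BLCAP separated scrambled control from antagomiR-138 by several times the spread within either group, whereas MXD1 overlapped. The log2 signal of AURKA was 12.58 ± 0.08 (SD, n = 3) in scrambled control and 11.23 ± 0.08 (SD, n = 3) in antagomiR-138 cells. LASP1 went from 14.30 ± 0.07 to 13.15 ± 0.10, and BLCAP from 9.43 ± 0.10 to 10.63 ± 0.03 (SD, n = 3 each). For BCL2L1, replicate 1 of antagomiR-138 lay 0.15 below the mean of the 6 samples (−0.15), whereas replicates 2 and 3 lay at −0.02 and 0.00, and the 3 controls lay between 0.04 and 0.07. GADD45A was at −0.03, 0.07 and 0.09 in antagomiR-138 replicates 1, 2 and 3 and between −0.05 and −0.03 in the controls. PANX2, one of the dimmer genes of the figure, ranged from −0.22 to −0.01 in the controls and from 0.04 to 0.20 upon knockdown. MXD1 ranged from −0.09 to 0.07 in the controls and from −0.06 to 0.11 upon knockdown. TXNIP, which is drawn only in Fig. 4B, ranged from 0.02 to 0.07 in the controls and from −0.08 to 0.00 upon knockdown.

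A second probe of AURKA gave a log2 fold change of −1.38, and a second probe of GADD45A gave 0.15 (adjusted p = 0.112 from limma over all entering probes). The second probe of BCL2L1 gave −0.23 (adjusted p = 0.0427 over all entering probes), where the brighter probe had an adjusted p of 0.207.

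**Figure D1:**
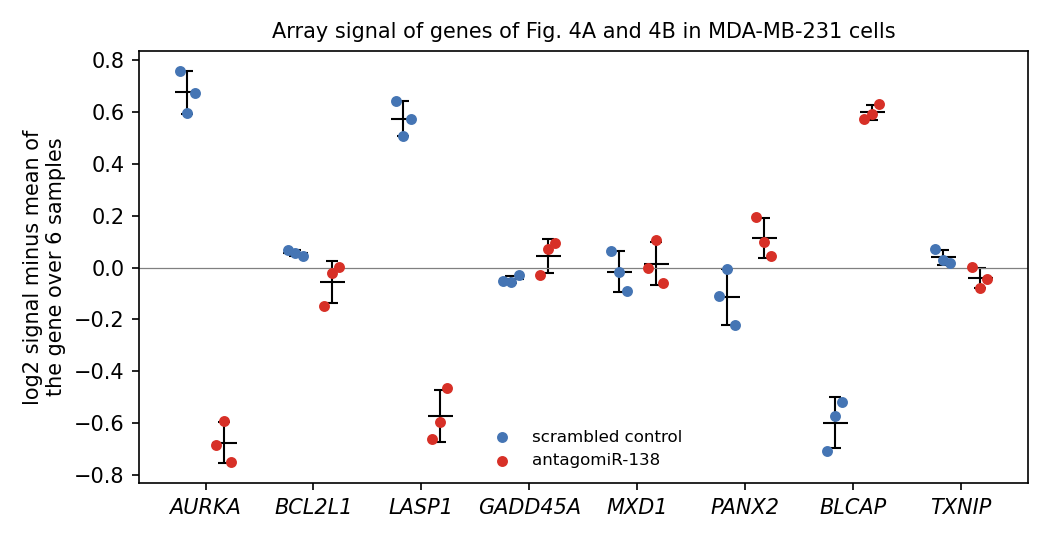
Array signal of 8 genes of Fig. 4A and 4B in each MDA-MB-231 sample, as log2 signal minus the mean of that gene over the 6 samples (vertical axis), for scrambled control (blue) and antagomiR-138 (red), n = 3 each. Points are samples and black bars are the mean ± SD; AURKA and LASP1 lie lower and BLCAP higher in all 3 antagomiR-138 samples, while the groups overlap for MXD1.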

Experimental validation of the predicted miR-138 binding site in *TUSC2* was carried out using a biotin RNA pull-down assay (Fig. 4D). In this assay, a validated miR-138 target, *BLCAP*^23^, was incorporated as a positive control. We obtained significant enrichment of both *TUSC2* and *BLCAP*, but not the negative control *RPLP0*. Data from a chimeric luciferase assay (Fig. 4E) demonstrates that this binding has functional consequences on *TUSC2* expression. We also looked at the effects of miR-138 knockdown on *TUSC2* in xenograft tumour sections (Fig. 4F,G), and observed a clear inverse correlation between miR-138 and *TUSC2* expression. This effect is also corroborated by analysis of miR-138 and TUSC2 levels in TCGA data for TNBC patients (Fig. 4H; Kendall’s rank correlation coefficient = −0.15; p-value = 0.0000112). Taken together, all this confirms that *TUSC2*, a potential tumour suppressor, is a direct target, downregulated by miR-138.

### TUSC2 mimics the effects of miR-138 knockdown

Having demonstrated that *TUSC2* is a direct target of miR-138, and that miR-138 has pro-survival effects in TNBC cells, we sought further evidence linking the pro-oncogenic function of miR-138 to TUSC2 inhibition. First, we verified that miR-138 knockdown using lentiviral-encoded antagomiR-138 increased TUSC2 in TNBC cell lines. Immunocytochemistry was performed on MDA-MB-231, BT549, and Hs578T using a specific antibody against TUSC2 (Fig. 5A). TUSC2 expression was elevated following miR-138 knockdown relative to controls. Confirming this finding, Western blotting indicated that TUSC2 protein levels are enhanced upon miR-138 knockdown (Fig. 5B and S3D).

**Figure 5:**
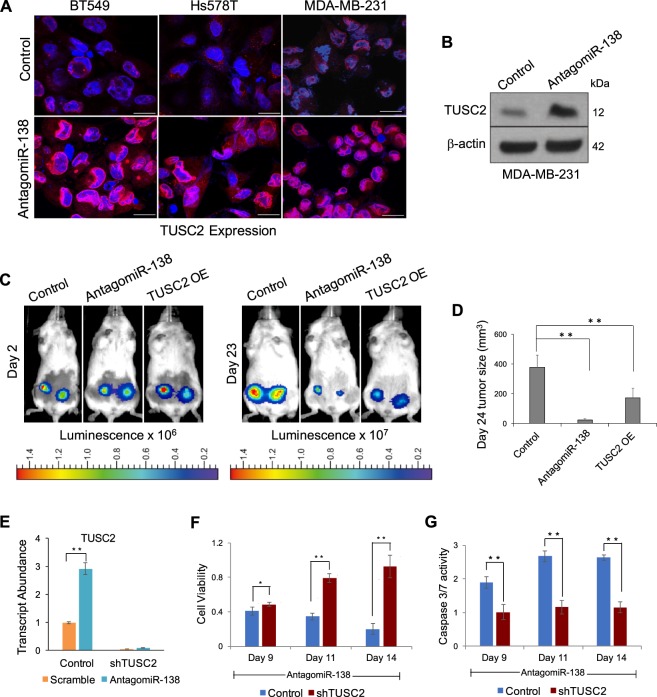
Over-expression of TUSC2 mimics the effects of miR-138 knockdown: (**A**) Immunocytochemistry images of cells following antagomiR-138 transduction scale bar-20 µm. TUSC2 protein is showed in red and nuclei are stained in blue. **B**) Western blot analysis of TUSC2 protein in MDA-MB-231 cell line transduced with indicated lentivirus. β-Actin serves as loading control. (**C**) Representative bioluminescent images of NSG mice implanted with antagomiR-138 expressing or TUSC2 overexpressing or control MDA-MB-231 cells, at indicated time points post engraftment in mammary fat pads. (**D**) Xenograft tumour sizes in mice on day 24 are represented as bar graph from indicated group (n = 10). (**E**) Histogram representing relative transcript abundance of TUSC2 upon miR-138 knockdown in MDA-MB-231 cells, which express control shRNA or shRNA against TUSC2. (**F**) Knockdown of TUSC2 rescues the proliferation defect induced by miR-138 knockdown. Control refers to miR-138 knockdown. (**G**) TUSC2 knockdown decreases caspase 3/7 activity and rescues miR-138 phenotype. Control refers to miR-138 knockdown. Error bars represent the standard deviation (Student’s *t*-test; *[P < 0.05], **[P < 0.01], ***[P < 0.001]).

To follow up on the effects of TUSC2 as a downstream target of miR-138, we transduced MDA-MB-231 cells with a lentiviral construct encoding *TUSC2*. TUSC2 overexpression in this cell line was validated at both the transcript and protein levels (Fig. S4A). The MDA-MB-231 cell line overexpressing *TUSC2* showed reduced cell number and decreased proliferation compared to controls (Fig. S4B and S4C). For *in vivo* validation of this effect, luciferase-expressing MDA-MB-231 cells were implanted into the mammary fat pads of immunocompromised mice (n = 10) following *ex vivo* transduction with the above constructs. TUSC2 overexpressing cells, along with the miR-138 knockdown cell line and the control cell line, all successfully establish tumours in mice (Fig. 5C). Following at 23 days post-injection, tumours are barely detectable under miR-138 knockdown conditions (Figs 5C, S4D). This observation is consistent with data presented earlier (Fig. 3C). Similarly, implantation of TUSC2 overexpressing cells yields tumours which are significantly smaller than those in the control group (Figs 5C,D, S4D). TUSC2 overexpression therefore substantially mimics the phenotype of miR-138 knockdown and prevents tumour growth. From this finding, we deduce that TUSC2 is a downstream tumour suppressor which is directly repressed by miR-138. It is mainly through TUSC2 repression, that miR-138 exerts its pro-oncogenic effects in TNBC subtype.

Given our findings that TUSC2 overexpression and miR-138 knockdown both inhibit cell proliferation, we aimed to demonstrate whether knockdown of TUSC2 can rescue the reduced cell viability caused by miR-138 knockdown. MDA-MB-231 cells were transduced with a lentiviral construct expressing shRNAs against *TUSC2* (shTUSC2). shRNA expression from this cell line was highly potent; shTUSC2 stables successfully maintained low *TUSC2* transcript expression even under miR-138 knockdown conditions, which would otherwise increase *TUSC2* levels (Fig. 5E). In the absence of miR-138, cell viability was substantially higher in TUSC2 knockdown cells relative to that in control cells expressing antagomiR-138 alone (Fig. 5F). Caspase-3/7 activity, a marker of apoptosis, was also significantly reduced in miR-138 knockdown cells expressing shTUSC2 compared to controls (Fig. 5G). Knock down of TUSC2 therefore rescues the inhibitory effect of miR-138 knockdown on cell proliferation. These results underscore the functional importance of TUSC2 as a tumour suppressor and reveal a path through which miR-138 exerts its pro-oncogenic functions in triple-negative breast cancer.

## Discussion

Triple negative breast cancer is considered incurable with limited therapeutic options, highlighting a dire need for therapeutic targets and predictive biomarkers. Despite systemic therapy, TNBC is an extremely aggressive subtype which is associated with poor prognosis and high mortality rates. Several novel strategies have reached clinical evaluation in patients with TNBC, including targeting poly ADP-ribose polymerase (PARP), epidermal growth factor receptor (EGFR), and Src tyrosine kinase^24^. However, these treatments have not led to significant improvements in the patient outcome^24^. Triple-negative breast tumours are early-onset and more lethal than other breast cancer subtypes due to their site-specific metastatic tendency; TNBCs preferentially spread to the viscera, lungs, and central nervous system^5^.

Dysregulated miRNA expression contributes to initiation and metastasis in a number of cancers^25^. Here we report that miR-138 is highly and specifically expressed in triple-negative breast cancer, making it an ideal biomarker to distinguish TNBC from other breast cancer subtypes. Whilst this concept of subtype-specific miRNA expression profiles in breast cancer is not new^26^, and candidate miRNA biomarkers for TNBC have been proposed^27^, our findings further establish miR-138 as a prognostic biomarker for TNBC. Amongst patients with triple-negative breast tumours, increased miR-138 expression correlates well with poor prognosis, raising the possibility that miR-138 expression level may be informative in the selection of appropriate cancer therapy. It is possible that some of the differences observed in miR-138 expression between TNBC patients may result from sampling of different TNBC subtypes. Unlike luminal and HER2 subtypes, TNBC is heterogenous and may be further subdivided into molecular subtypes based on mRNA profiling^28^. We postulate an effect of TNBC subtype on patient survival, which we predict would directly correlate with subtype-specific miR-138 expression.

The use of targeted treatments in the management of hormone receptor-expressing and/or HER2-positive breast cancers has revolutionized the treatment of these diseases. Hormone therapy, such as the use of Tamoxifen, may be used to block signalling through the oestrogen receptor. Trastuzumab, a humanized monoclonal antibody, is used to specifically target the HER2 receptor^26^. Such advances have proven elusive in the context of TNBC due to the absence of hormone receptor and HER2 expression. There is a pressing lack of targeted treatment for triple-negative breast cancer, which represents an increasingly feared diagnosis amongst breast cancer patients. Our discovery that miR-138 is functionally involved as an oncogenic driver in TNBC raises the possibility that, in addition to its utility as a biomarker, miR-138 may soon represent a druggable target for oligonucleotide-based therapeutics. It is also likely that our discovery of a pro-survival function for miR-138 applies to other malignancies. Indeed, we have previously demonstrated that miR-138 is pro-oncogenic in malignant glioma, where it promotes the survival of glioma stem cells in a manner similar to that observed in TNBC cells^23^. These findings present the tantalizing prospect that a targeted therapeutic strategy aimed at reducing miR-138 expression may be deployed in the management of multiple different cancers. With the development of novel targeted strategies to efficiently deliver oligonucleotides into tumour cells, we envision the potential value of using antagomiR-138 to treat this deadly cancer.

Potential therapeutic targets for TNBC need not be restricted to miR-138. Our identification of downstream miR-138 targets circumvents current problems related to directly targeting miR-138. TUSC2, a tumour suppressor which is directly targeted by miR-138 in the context of triple-negative breast carcinoma, performs similar anti-tumour functions in other cancers^22^. Loss of TUSC2 expression has been observed in lung carcinoma due to either a 3p21.3 deletion^29^ or post-transcriptional repression by microRNAs^30,31^. Strategies aimed at restoring TUSC2 are currently in clinical trials^22^. If successful, these therapeutic regimes may be used to complement current clinical practices in treating TNBC. Furthermore, candidate therapeutic targets involved in the miR-138 regulatory network are by no means restricted to miR-138 and TUSC2. 

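In the microarray data of MDA-MB-231 cells, genes of cell division fell almost as a block upon miR-138 knockdown. Of 49 measured G2/M and mitosis genes, 48 were lower, none was higher and 1 did not pass the test (the same counts when adjusted over the list alone), with a median log2 fold change of −0.89. CCNB1, the cyclin that drives entry into mitosis, fell by 1.84 on the log2 scale (standard error 0.070, adjusted p = 4.55e-06 from limma), the centromere protein gene CENPF fell by 1.47, and MKI67, which encodes the proliferation marker Ki-67, fell by 0.57 (adjusted p = 0.00171). The group stood apart from the other genes (camera, adjusted p = 6.38e-17, and adjusted p = 0.0107 with an estimated correlation). Of 47 DNA replication and S-phase genes, 14 were higher, 14 were lower and 19 did not pass, also when adjusted over the list alone. CCNE1, the cyclin of S-phase entry, rose by 1.40 and the transcription factor gene E2F2 by 0.78, whereas the thymidine kinase gene TK1 fell by 1.40 and GINS3, of the replicative helicase, fell by 1.38. The median of this group was 0.06 (0.03 to 0.12 over the other settings), while camera placed it in the lower direction (adjusted p = 0.974, and adjusted p = 0.970 with an estimated correlation).

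Genes of inflammatory cytokines were among the largest rises. Of 20 measured NF-kB target cytokines and regulators, 17 were higher, none was lower and 3 did not pass (the same counts when adjusted over the list alone), with a median log2 fold change of 0.76 (camera, adjusted p = 1.84e-06, and adjusted p = 0.0552 with an estimated correlation). With no detection filter the median was 0.49. The chemokine gene CXCL1 rose by 4.66 (standard error 0.151, adjusted p = 2.79e-06), IL1A by 3.59, IL6 by 3.51, CXCL8 by 2.79, IL1B by 2.78 and PTGS2, the inducible cyclooxygenase, by 2.75. TNFRSF11B, a decoy receptor of the TNF family, rose by 4.64 (standard error 0.106), the pentraxin gene PTX3 by 3.04, the EGF receptor ligand HBEGF by 3.03 and the MHC class II gene HLA-DPA1 by 2.89. The strongest falls were those of OLFML2A (log2 fold change −3.53, standard error 0.0613, adjusted p = 9.80e-07), CCDC190 (−3.38), DMBT1 (−3.26), PLAC8 (−3.12), KISS1, the kisspeptin gene (−3.04), and the G protein-coupled oestrogen receptor gene GPER1 (−3.03). Another GPER1 probe gave −2.93, whereas the remaining probe gave 0.21 (adjusted p = 0.355 from limma over all entering probes), and the mean of the probes was −1.92. The brightest probe of the integrin gene ITGB4 was at least 7.60-fold lower and that of PLEKHS1 at least 5.94-fold lower, both above background only in scrambled control. Another ITGB4 probe, also above background only in scrambled control, gave −2.04, and with a normexp offset of 50 the log2 fold changes of these genes were −1.96 and −1.84. SCD5 (−2.95) and DGCR5 (−2.90, or −1.83 with a normexp offset of 50) were above background on 2 and 1 of the 3 antagomiR-138 arrays.

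Hypoxia genes were mostly lower, with 27 lower, 5 higher and 4 not past the test of 36 measured (the same when adjusted over the list alone) and a median of −0.59 (camera, adjusted p = 2.50e-05, and adjusted p = 0.0582 with an estimated correlation). DDIT4, an inhibitor of mTOR signalling, fell by 2.00 and NDRG1 by 1.49, whereas ANGPTL4 rose by 1.37 (0.46 on another probe) and the glucose transporter gene SLC2A3 by 1.25; HIF1A itself fell by 0.40 (adjusted p = 0.00598). Of 18 glycolysis genes, which share members such as HK2 with the hypoxia list, 14 were lower, 1 was higher and 3 did not pass, also when adjusted over the list alone. HK2, a hexokinase, fell by 1.33, PGAM1 was 2.15-fold lower (log2 fold change −0.60 on another probe) and PFKM rose by 0.44 (median −0.46; camera, adjusted p = 0.000203, and adjusted p = 0.0657 with an estimated correlation). Of 30 YAP and SRF target genes, 19 were lower, 5 were higher and 6 did not pass, also when adjusted over the list alone (median −0.53; camera, adjusted p = 0.00327, and adjusted p = 0.219 with an estimated correlation). MYL9, a myosin light chain gene, fell by 1.47, FOS was at least 1.91-fold lower, FJX1 rose by 0.97 and TEAD1 was at least 1.20-fold higher. With a normexp offset of 50 the log2 fold change was −0.77 for FOS and 0.37 for TEAD1, and with no background correction it was 1.08 for TEAD1. YAP1, a reported miR-138 target, was 2.84-fold lower.

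Cholesterol synthesis genes were higher in 12, lower in 4 and not past the test in 4 of 20, also when adjusted over the list alone (median 0.48; camera, adjusted p = 0.0211, and adjusted p = 0.174 with an estimated correlation). HMGCS1, of the mevalonate pathway, rose by 1.77 and SQLE by 1.08, whereas LSS fell by 0.98 and TM7SF2 had a log2 fold change of −0.30 (adjusted p = 0.0431; adjusted p from 0.0178 to 0.121 over 18 other settings, lost in 8). The settings that ended the TM7SF2 call include leaving out scrambled control replicate 1 or 3, or antagomiR-138 replicate 1 or 3. Of 19 NRF2 target genes, 10 were lower, 3 were higher and 6 did not pass, also when adjusted over the list alone (median −0.44; camera, adjusted p = 0.0251, and adjusted p = 0.174 with an estimated correlation). The reductase genes AKR1C3 and NQO1 fell by 2.33 and 2.04, while GCLC, of glutathione synthesis, rose by 0.73 and HMOX1 rose by 0.46. The calls of the cholesterol synthesis and NRF2 lists were also lost when only probes with a detection p under 0.01 on all 6 arrays entered (medians 0.37 and −0.33, adjusted p = 0.0530 for both; adjusted p up to 0.174 over all other settings), and the medians were 0.28 for cholesterol synthesis with a normexp offset of 50 and −0.22 for NRF2 with the mean of a gene's probes.

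**Figure D2:**
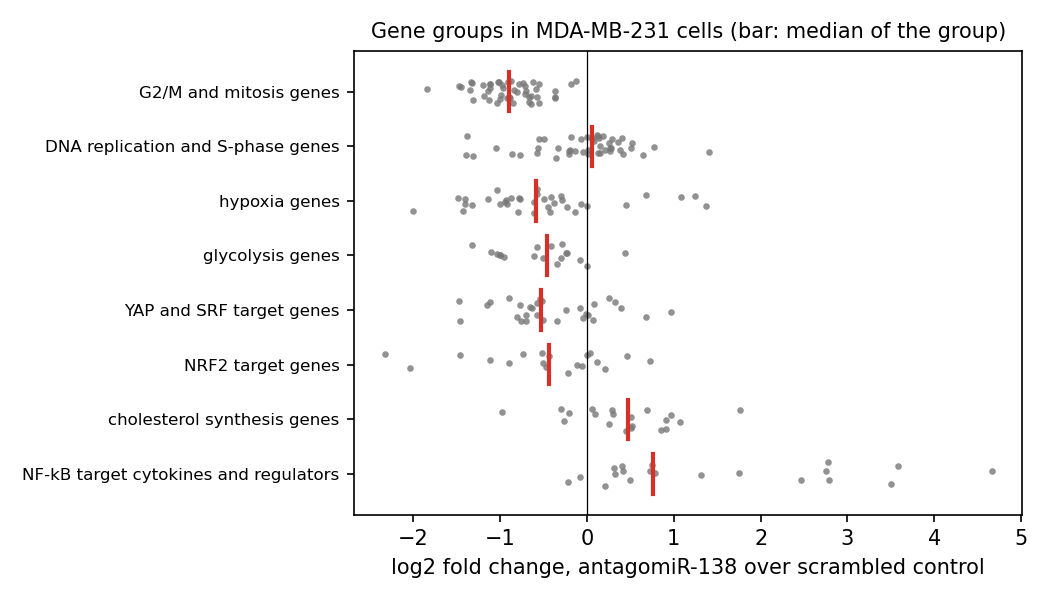
Log2 fold change of antagomiR-138 over scrambled control (horizontal axis) for the measured members of 8 gene groups in MDA-MB-231 cells. Each point is a gene, at its fitted value even where a group of arrays was below background, and each red bar is the median of its group; the medians run from −0.89 for G2/M and mitosis genes to 0.76 for NF-kB target cytokines and regulators.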

Our microarray data reveal a number of other genes related to cell growth and survival which are altered by miR-138, and the partial rescue phenotype observed for shTUSC2 expression in a miR-138 knockdown background suggests that other factors contribute to the pro-survival effect of miR-138. We therefore postulate that additional components of the miR-138 regulatory network may operate in the context of TNBC, which are worthy of further study.

Thus, gaining an understanding of miRNA dysregulation in cancer, coupled with the development of RNA-targeted therapeutic approaches, opens up the potential to combat previously undruggable cancers including triple-negative breast cancer (TNBC).

## Materials and Methods

### Cell culture

Breast cancer cell lines MDA-MB-231, MCF-7, SKBr3 and Hs578T were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) (#11960-044, Gibco) with 10% FBS, 1% glutamine, and penicillin/streptomycin. BT549 and T47D cells were cultured in RPMI-1640 Medium (Gibco) with 10% FBS, 1% glutamine, and penicillin/streptomycin.

#### miRNA *in situ* hybridization

Five micron sections were processed and boiled in pre-treatment solution (Panomics), washed in PBS, followed by protease (Panomics) treatment at 37 °C. Sections were incubated with LNA probes [5′-DIG labelled LNA probes specific for miR-138 or scrambled probe with no homology to known vertebrate miRNAs (Exiqon)] in hybridization buffer (Roche) at 51 °C for 4 hours. Adapted from Pascale *et al*.^32^. Following stringent washing with 5×, 1x and 0.3x SSC buffers, sections were blocked with 10% Goat serum and further incubated with anti-DIG alkaline phosphatase (Roche) overnight at 4 °C. Sections were washed in PBS-T (0.1%) and miRNA bound LNA probes were detected by Fast red substrate (Panomics). After counterstaining with DAPI, slides were mounted using FluorSave (Merck). Image acquisition was performed using the Olympus FluoView FV1000 using TRITC filter. Adapted from Sundaram *et al*.^33^. Breast cancer tissue arrays (BR1503e) were obtained from US Biomax.

#### *In-vivo* tumour inhibition assays

Six- to eight-week-old female NOD-scid IL2Rg^null^ inbred mice were obtained from Jackson Laboratories, Bar Harbor, ME, USA and housed in a specific pathogen-free animal facility. The animals were fed with irradiated mouse chow and autoclaved reverse osmosis treated water. All the animal procedures were performed in accordance with a protocol approved by the Agency for Science Technology and Research (A*STAR) Institutional Animal Care and Usage Committee (IACUC #171231). MDA-MB-231 cells constitutively expressing luciferase, transduced with lentiviruses expressing control shRNA or shRNAs against miR-138 or over-expressing TUSC2 were harvested with trypsin/EDTA. Cells were washed and re-suspended in growth media. Eight-week old female mice were injected unilaterally with 2.5 × 10^6^ cells in 200 µL of 50∶50 Matrigel/Collagen I into the fourth abdominal fat pad by subcutaneous injection at the base of the nipple. Survival and successful injection of the cells was monitored by detection of bioluminescence at the site of injection after 24 hours using IVIS Spectrum *in-vivo* Imaging System (Xenogen, Perkin Elmer, MA, USA). In each imaging session, a total of 150 mg of Luciferin per kg body weight was administered into the peritoneal cavity. Mice were imaged 9 minutes after Luciferin injection to ensure consistent photon flux. The bioluminescent signal was expressed in photons per second and displayed as an intensity map. The image display was adjusted to provide optimal contrast and resolution in the image without affecting quantitation. Following acquisition, all images were normalized to units of average efficiency, displayed in the same scale of luminescence intensity, and analyzed using the Living Image 4 software (Xenogen, Perkin Elmer, MA, USA). Tumour growth was also monitored externally using vernier calipers. Luminescence from the cells was measured in the fat pads using a region of interest tool. 32 days post injection mice were euthanized, tumours were harvested, and a portion of them was homogenized in TRIzol® for RNA isolation and the remaining was fixed and processed into FFPE blocks. Adapted from Sundaram *et al*.^34^.

#### Western blotting

Cells were directly lysed from 6-well plates by scraping in RIPA buffer. After clarifying the lysate by centrifuging at 13,000 rpm at 4 °C, total protein was quantitated by Bradford Protein Assay (Bio-Rad). Equal amount of (30 μg) total protein was subjected to SDS-PAGE followed by Western blotting with standard protocols. After primary and secondary antibody incubation and washing, proteins were visualized by ECL western detection reagent (Millipore Crescendo). Band intensities were quantified using ImageJ software (National Institute of Health, USA). Signal intensities were normalized to their appropriate loading controls. Adapted from Sundaram *et al*.^34^.

#### Antibodies

Antibodies used in this study are as follows. Rabbit anti-cleaved PARP (ab32561) and rabbit anti-TUSC2 (ab70182) were from Abcam. Rabbit anti-PARP (9542), rabbit anti-caspase-3 (9662), rabbit anti-cleaved caspse-3 (9661) and rabbit anti-β-Actin (5125) were from Cell Signalling Technology. Rabbit anti-phospho-Histone H3 (06–570) was from Merck and rabbit anti-Ki-67 (NB600-1252) was from Novus Bio. Donkey anti-rabbit Alexa Fluor 555 were from Molecular Probes.

#### Cell proliferation and viability assay

To assess the effect of miR-138 knock down or TUSC2 knockdown on cell proliferation, cells transduced with control shRNAs or shRNAs against miR-138/TUSC2 or both were seeded at a density of 150 cells per well in 96 wells in complete medium. Cell proliferation was measured at different days post seeding using CellTiter-Glo® Luminescent “Cell viability assay” (Promega) as per manufacturer’s instructions using a luminometer. Experiments were performed in two biological replicates with at least eight technical replicates per condition. Adapted from Sundaram *et al*.^34^.

#### Caspase 3/7 assay

To assess the effect of miR-138 knockdown or TUSC2 knockdown on caspase 3/7 activity, cells transduced with control shRNAs or shRNAs against miR-138/TUSC2 or both were seeded at a density of 150 cells per well in 96 wells in complete medium. Cell proliferation was measured at different days post seeding using Caspase-Glo® 3/7 Assay Systems (Promega) as per manufacturer’s instructions using a luminometer. Experiments were performed in two biological replicates with at least eight technical replicates per condition. Adapted from Pascale *et al*.^32^.

#### Soft agar assay

Single-cell suspension of 2 × 10^3^ cells (MDA-MB-231 and MCF-7) was plated in medium containing 0.3% noble agar (Difco) seeded in 6-well plates containing 1% noble agar. Cells were cultured for 2–3 weeks with growth medium supplementation. Lentiviral-transduced cells were subjected to puromycin selection. Cells were incubated with 1 mg/ml 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (Sigma-Aldrich), and colonies were counted using MATLAB software. Adapted from Chan *et al*.^23^.

#### Cell-Cycle analysis

Lentivirus-transduced cells (MDA-MB-231, BT549 and Hs578T) were plated at a density of 100,000 cells/well, labelled with 10 mM EdU for 5 hr prior to harvesting, and processed using the Click-iT EdU Alexa Fluor 647 Flow Cytometry assay (Invitrogen). Cell nuclei were counterstained with 25 mg/ml propidium iodide (Sigma-Aldrich). Samples were subjected to EdU incorporation analysis on a BD FACS caliber (Becton Dickinson). Data were analyzed using WINMDI 2.9 software Adapted from Chan *et al*.^23^.

#### Immunohistochemistry

Five-micron tissue sections were mounted on polylysine-coated glass slides (Thermo Scientific). Sections were washed in xylene and rehydrated using a graded ethanol series finishing in phosphate buffered saline (PBS). Endogenous peroxidase activity was quenched by immersing the slides in 3% hydrogen peroxide for 30 minutes. Antigen retrieval was performed using programmable pressure cooker with “target retrieval solution”, pH 6.0 (Dako). Non-specific reactivity in the tissues was blocked by incubation in 10% goat serum in PBS before incubating with the primary antibody at room temperature. Unbound primary antibodies were removed before incubation with species matched secondary HRP-labelled polymer antibodies (Dako). Chromogen 3, 3′-diaminobenzidine (Dako) was used as substrate for colour development. Slides were counterstained with hematoxylin before dehydration and mounted with DPX (Sigma). For fluorescent immunodetection, species-specific secondary antibodies conjugated to Alexa 488/555 were used instead of HRP-labelled polymer antibodies. Sections were washed, counterstained with DAPI (100 ng/ml) and mounted using FluorSave (Calbiochem) mounting medium. For experiments where goat primary antibodies were used, 5% BSA in PBS was substituted for 10% goat serum. Images were acquired on a Zeiss Axioimager microscope (for bright field imaging) or on Olympus FluoView FV1000 (for fluorescent antibody detection). Adapted from Sundaram *et al*.^34^.

#### Quantitative RT-PCR

RNA was isolated from cells using the miRCURY RNA Isolation Kit (Exiqon). cDNA was synthesized from small non-coding RNA using the miRNA RT assay (TaqMan). Expression levels of miRNA were measured on a 7900 fast RT-PCR system (Applied biosystems) in triplicates using 10 ng/µl cDNA and TaqMan probes specific for miR-138. U6 probe was used as an endogenous control. The ΔΔCt method was applied to determine the transcript abundance. For cDNA preparation from total mRNA, SuperScript III Reverse Transcriptase was used. Quantitative Real Time PCR (qRT-PCR) analyses were performed using primers that amplify a coding region of the TUSC2 gene. qRT-PCR was performed in triplicates with SYBR™ Green master mix (Applied Biosystems), 0.2 uM primers and 10 ng/µl cDNA. Adapted from Pascale *et al*.^32^.

#### Preparation of Lentiviral Stocks and Transduction

Stable expression of antagomiRs was carried out using miRZip, a lentiviral expression vector (System Biosciences). Mature functional antagomiR-138 sequence is CGGCCTGATTCACAACACCAGCT. The H1 expression cassette provides constitutive RNA polymerase III-dependent transcription of antagomiR transcripts. CMV promoter supports expression of copGFP (fluorescent reporter) and puromycin-N-acetyl transferase (drug-selectable marker) for detection and selection of transduced cells, respectively. Lentivirus expressing luciferase under human PGK promoter was obtained from Addgene. Adapted from Chan *et al*.^23^. Third-generation lentiviruses were produced in Lenti-X 293 T (Clontech) with packaging mix consisting of three constructs, pMDLg/pRRE (#12251), pRSV-Rev (#12253), and pMD2.G (#12259), from Addgene. Supercoiled DNA constructs were prepared using Plasmid Maxi Kit (Omega bio-tek).

#### Microarray Analysis for Determination of Gene Expression Profile

Total RNA (500 ng) from three replicates of TNBC cell line, MDA-MB-231 transduced with antagomiR-138 or scrambled control was converted to biotinylated cRNA using Target Amp Nano-g Biotin-aRNA labelling kit (Epicenter) and isolated using QIAGEN columns. cRNA was hybridized on HumanWG-6 v3.0 array (Illumina). Normalized data were analysed with Illumina Bead Studio, and analysis was performed on PARTEK platform. Adapted from Chan *et al*.^23^. GEO accession number is GSE110659.

#### RNA immunoprecipitation using Biotinylated mimics

HEK293T cells (1 × 10^6^) were transfected in triplicate with biotinylated mimics of miR-138 or scrambled (Dharmacon) using RNAi max transfection reagent as per manufacturer’s protocol. Twenty-four hours later, the cells from 3 wells were pelleted at 500 × g. After washing twice with PBS, cell pellets were re-suspended in 0.7 ml lysis buffer (20 mM Tris (pH 7.5), 100 mM KCl, 5 mM MgCl_2_, 0.3% NP-40, 50 U of RNase OUT (Invitrogen), complete mini-protease inhibitor cocktail (Roche Applied Science), and incubated on ice for 5 min. The cytoplasmic lysate was isolated by centrifugation at 10,000 × g for 10 min. Streptavidin-coated magnetic beads (Invitrogen) were blocked for 2 hr at 4 °C in lysis buffer containing 1 mg/ml yeast tRNA and 1 mg/ml BSA (Ambion) and washed twice with 1 ml lysis buffer. Cytoplasmic lysate was added to the beads and incubated for 4 h at 4 °C before the beads were washed five times with 1 ml lysis buffer. RNA bound to the beads (pull-down RNA) or from 10% of the extract (input RNA), was isolated using Trizol LS reagent (Invitrogen). The level of mRNA in the miR-138 or scrambled control pull-down was quantified by qRT-PCR. The enrichment ratio of the control-normalized pull-down RNA to the control-normalized input levels was then calculated. Adapted from Lal *et al*.^35^.

#### Gene expression analysis of hsa-miR-138 using TCGA breast cancer dataset

Level 3 miRNA gene expression data from TCGA was downloaded. Expression files category “miRbase20 isoform quantification” was chosen to obtain the expression of mature miR-138. Short reads mapped to any sequence within the mature form of miR-138 (5′-AGCUGGUGUUGUGAAUCAGGCCG-3′) were counted. Total reads mapped to 29 reported observed isoforms were summed to represent the expression of mature miR-138. The reads counts were then normalized by the library depth. Expression profiles of miR-138 in breast cancer intrinsic sub-types along with healthy samples were compared using Wilcoxon test. Information of intrinsic subtypes was obtained from The Cancer Genome Atlas Network 2012^36^.

#### Survival analysis of miR-138 using public survival tool

The prognostic significance of miR-138 was assessed using breast cancer patient’s follow-up data provided by miRpower tool (Lánczky 2016). The association of overall survival with miR-138 expression profile was assessed in all samples and within triple negative subtype samples (TNBC) only. Patient population was split by upper quartile option.

#### Statistical analysis

Values are reported as the mean ± the standard deviation. Statistical significance between 2 samples was determined with two-tailed Student’s *t*-test or one-way analysis of variance when comparing multiple groups. Adapted from Sundaram *et al*.^34^.

## Supplementary information

Supplementary information

# Supplementary material for: MicroRNA-138 is a Prognostic Biomarker for Triple-Negative Breast Cancer and Promotes Tumorigenesis via TUSC2 repression
**Source:** Sci Rep. 2019 Sep 3;9:12718. doi: 10.1038/s41598-019-49155-4
**Supplement:** Supplementary file 1 — Supplementary information

MicroRNA-138 is a Prognostic Biomarker for Triple-Negative Breast Cancer and Promotes Tumorigenesis via TUSC2 repression

Srikanth Nama^{1, #}, Manish Muhuri^{2, #}, Federica Di Pascale¹, Shan Quah¹, Luay Aswad^{5,6}, Melissa Fullwood^{5,6} and Prabha Sampath^{1, 3, 4, *}

Supplementary Information:

Supplementary Figures and Figure Legends:

Figure. S1

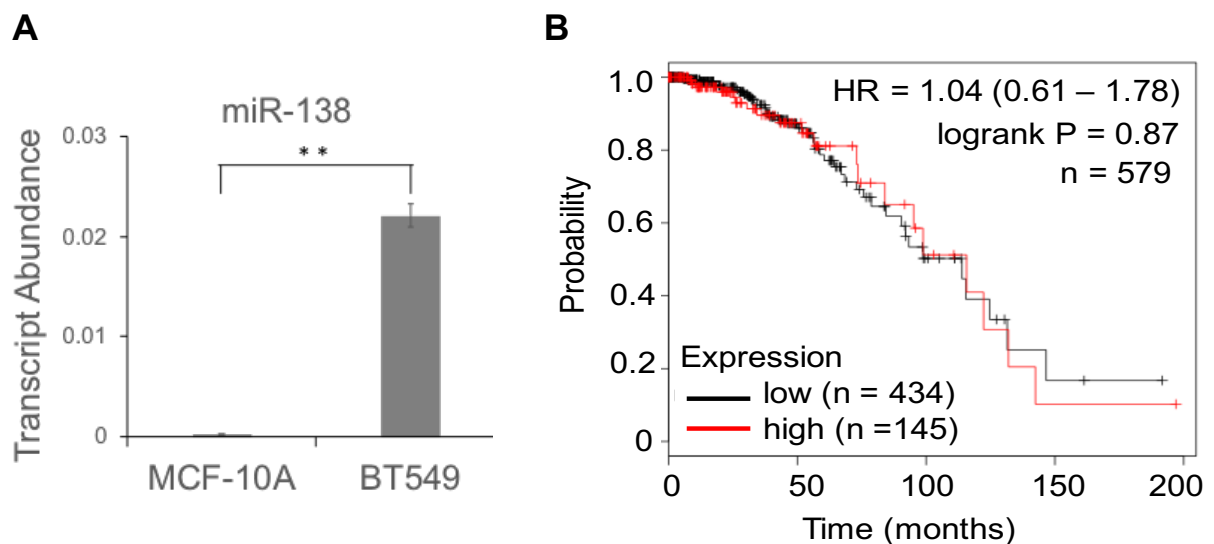

Figure S1: Expression profile of miR-138: A) Bar graph depicts expression of miR-138 in normal and breast cancer cell line. **B)** Kaplan-Meier survival curves with statistical significance by log-rank test of two groups, in which breast cancer patients were grouped as low miR-138 expression (n = 434) and high miR-138 expression (n = 145). Error bars represent the standard deviation (Student's *t*-test; **[P < 0.001]).

Figure. S2

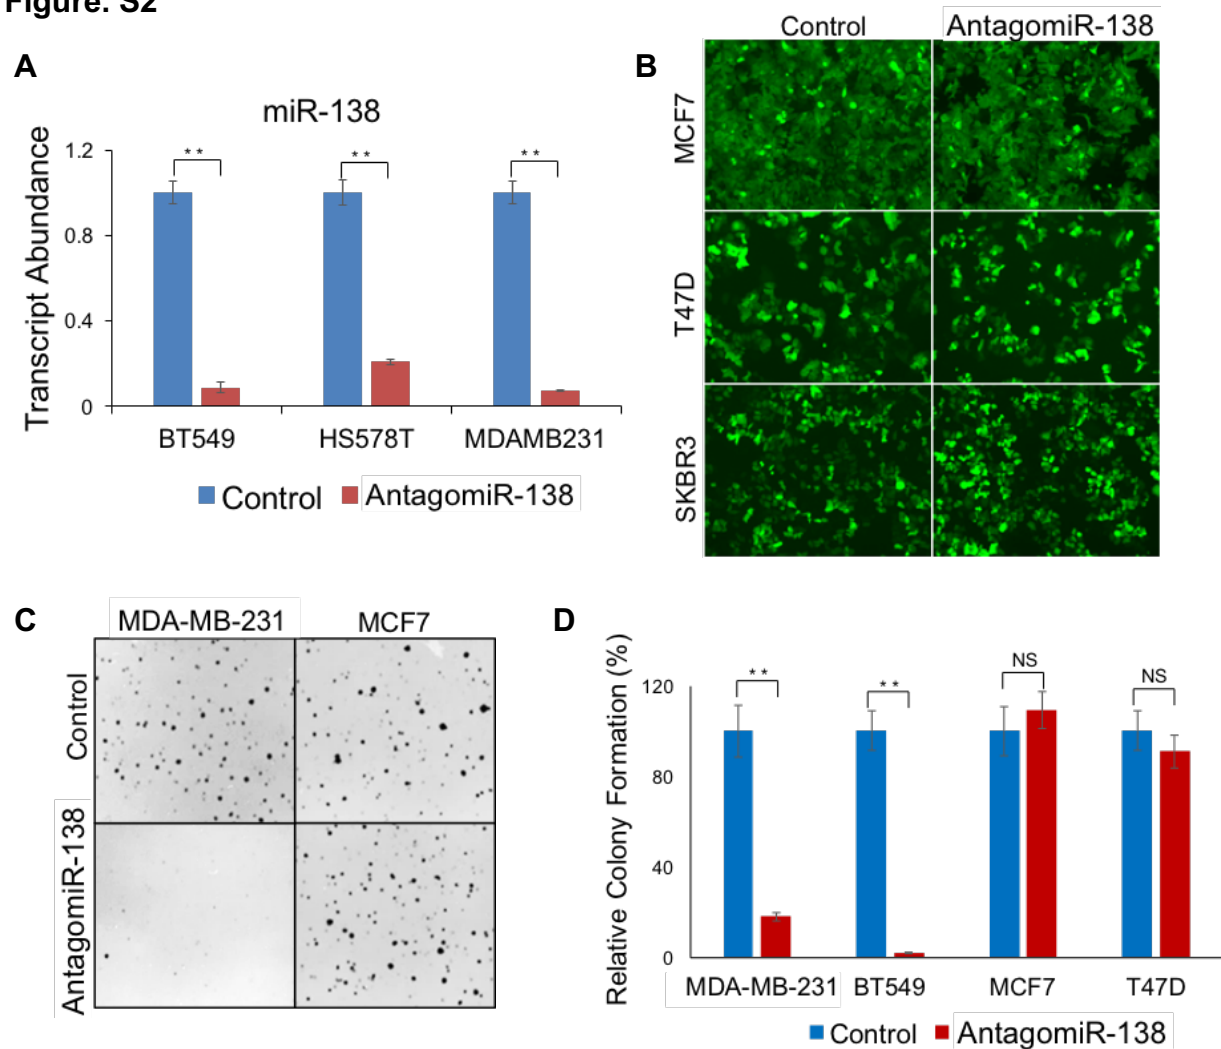

Figure S2: Knockdown of miR-138 leads to colony suppression **A]** Bar graph depicting transcript abundance of miR-138 in 3 cell lines derived from TNBC subtype transduced with indicated lentivirus expressing antagomiR-138 or scrambled control. **B]** Fluorescent images from cells (3 cell lines derived from HR+ve subtype) transduced with indicated lentivirus expressing antagomiR-138 or scrambled control. **C]** Images represent colony suppression analysis of MDA-MB-231 and MCF-7 cells transduced with indicated lentiviruses. **D]** Bar graph illustrating relative colony formation in indicated cell lines transduced either with control (scramble) or with antagomiR-138. Error bars represent the standard deviation (Student's *t*-test; **[$P < 0.001$]).

Figure. S3

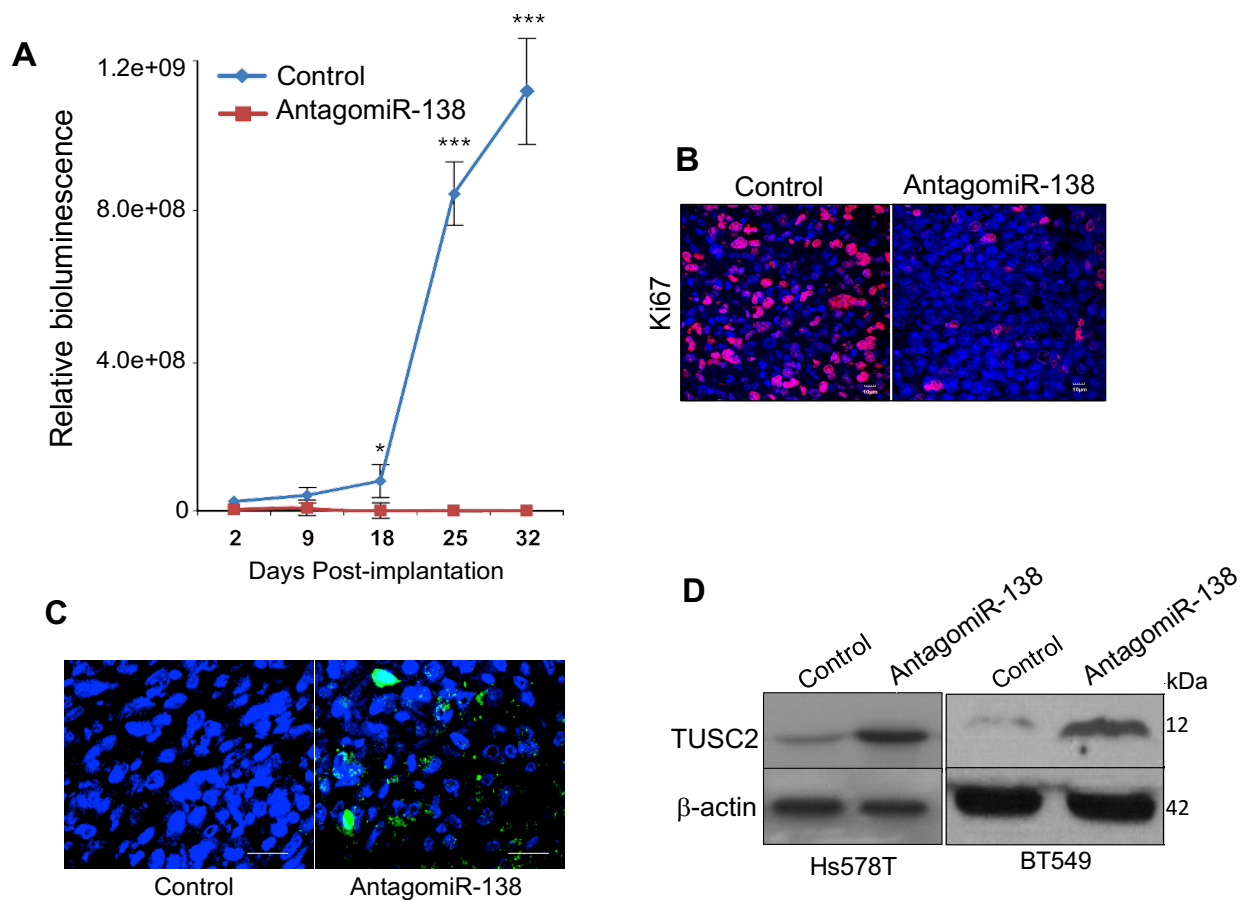

Figure S3: MicroRNA-138 is a pro-survival oncomiR: **A]** Line graph illustrating real time quantification of xenograft tumour growth in terms of bioluminescence (n = 10) at indicated time points. Note that antagomiR-138 transduced cells showed decreased bioluminescence compared to control transduced cells. **B]** Knockdown of miR-138 decreases tumor cell proliferation as seen by Ki-67 marker in xenografts tumor sections. Scale bar, 10 μ m. **C]** Knockdown of miR-138 leads to apoptotic cell death as observed by caspase expression in xenografts tumor sections **D]** Western blot analysis of TUSC2 protein from BT549 and MDA-MB-231 cells transduced with indicated lentivirus. β -Actin serves as loading control.

Figure. S4

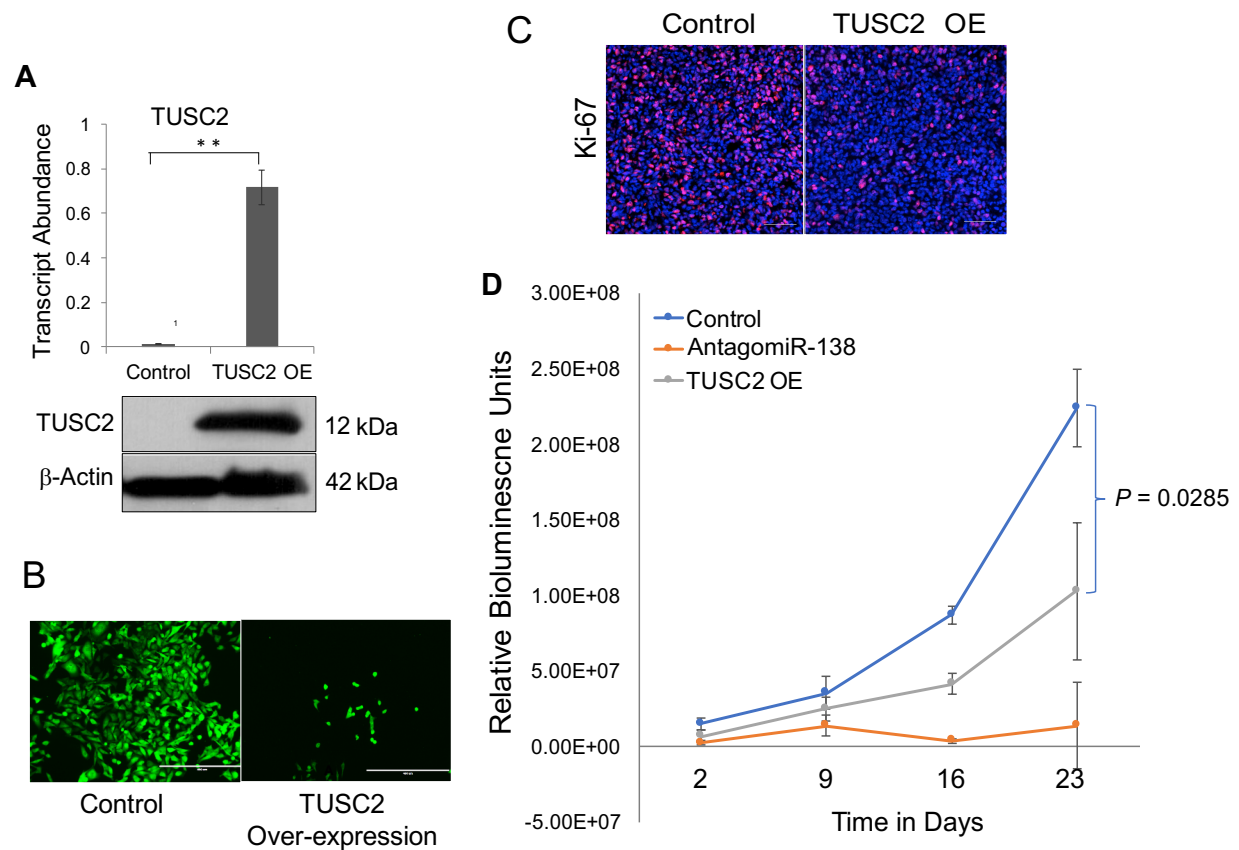

Figure S4: Over-expression of TUSC2 in MDA-MB-231: **A]** Transduction of MDA-MB-231 cells with lentivirus encoding TUSC2 results in high levels of TUSC2 transcript and protein. **B]** Images of MDA-MB-231 cells transduced either with empty vector or with TUSC2 over-expression vectors at day-7 post transduction. Scale bar, 100 μ m. **C]** Over-expression of TUSC2 decreases tumor cell proliferation as seen by Ki-67 marker in xenografts tumor sections. Scale bar, 10 μ m. **D]** Line graph representing bioluminescence data from mammary fat pad tumors in NSG mice implanted with indicated samples. TUSC2 over expression and antagomiR-138 transduced cells showed significant tumour growth inhibition compared to control cells.

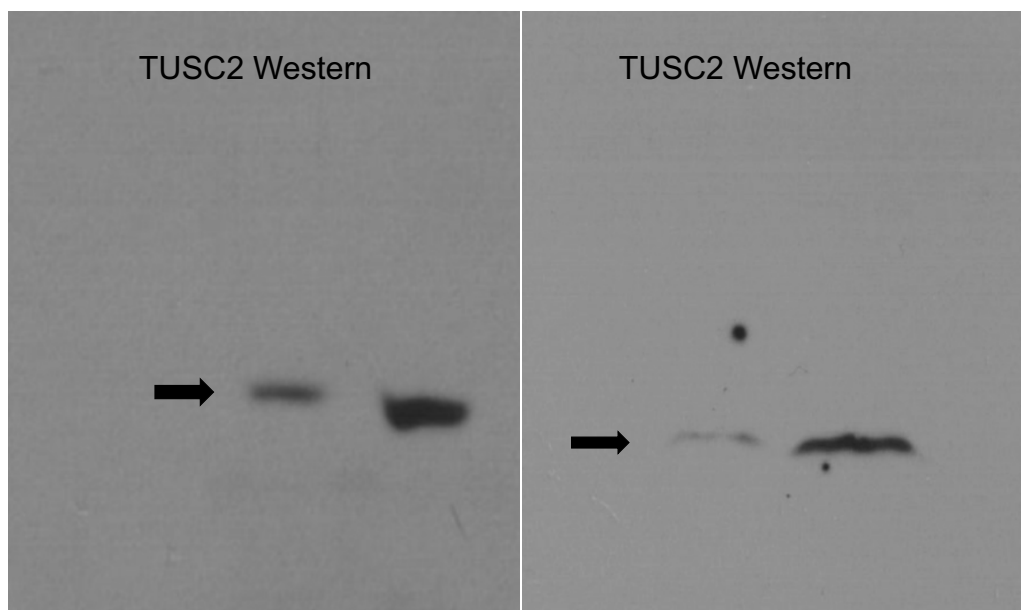

Full gel picture of Western blot for TUSC2

PRIMER NAME	SEQUENCE
RPLP0_F1	CAGATTGGCTACCCAACTGTT
RPLP0_R1	GGGAAGGTGTAATCCGTCTCC
AURKA_F1	GGGTGGTCAGTACATGCTC
AURKA_R1	GCATCCGACCTTCAATCATTTTC
HIF1A_F1	CAGCAGCCAGACGATCATGCA
HIF1A_R1	TGGTCAGCTGTGGTAATCCACTTTCA
LASP1_F1	TCACCACATCCCGACCAG
LASP1_R1	CGGCGCTGTAGTCATACACC
BLCAP_F1	GTCGGTGGCGAGCTGAGG
BLCAP_R1	CACCAAGGCAGCAGGGATC
GADD45A_F1	CCCTGATCCAGGCGTTTTG
GADD45A_R1	GATCCATGTAGCGACTTTCC
MXD1_F1	AGCCGTTACCAAATCGACC
MXD1_R1	CTCGTCAGAGTCGCTCAC
PANX2_F1	CCAAGAACTTCGCAGAGGAAC
PANX2_R1	GGGCAGGAACTTGTGCTC
TUSC2_F1	ATGATGAGGATGGGGATCTG
TUSC2_R1	GAGGATCACAGGGAAATCCAC
TXNIP_F1	AGTGCAAACAGACTTCGGAG
TXNIP_R1	TTTGTCTCTTGAGTTGGCTGG
miR138_BINDINGSITE_WT	GGCGGCCCTGACATGGGCGCCAGCGGG
miR138_BINDINGSITE_MUT	GGCCAGGCTGACATGGGATGGTCAGGG
TUSC2_shRNA	GGTTTGTAATAGTCCATG

How the deposited data were processed for this re-analysis (not part of the article)

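The data are 6 expression arrays of MDA-MB-231 cells, 3 transduced with scrambled control and 3 with antagomiR-138, harvested 72 h after transduction. The samples were assigned to their group and replicate number from the sample labels, and the groups match those in the methods. The labels call the inhibitor antimiR-138.

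The authors hybridized biotinylated cRNA on Illumina bead arrays and deposited a table of background-subtracted probe intensity on a linear scale, not normalized between arrays, with 26.1% to 27.5% of the values of an array below 0. Beside each intensity the authors deposited a detection p-value. A further table deposited by the authors holds intensity on a linear scale that is normalized so that the 6 arrays share their quantiles (medians 14.46 to 14.47). Each of its columns had the same rank order as the unnormalized column of that sample (lowest rank correlation 1). The mean of its quantiles was 552 against 599.5 for the unnormalized columns, and the exact normalization is not given in the sources used here; its scale, centring and direction are otherwise known from this comparison. The methods name BeadStudio and Partek, and the submitters' processing notes name GenomeStudio 1.9.0. The methods state no background correction, filter or threshold for the arrays, and for the whole paper they name a Student's t-test.

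Genes were named through the platform annotation of the probes, with symbols updated through Entrez identifiers. Of 47322 probes, 30113 have 1 gene symbol in it, 8 have several and 17201 have none there; a probe with no symbol there is unnamed here, not without a gene, and no gene was named from a probe with several. The probes named through this annotation, and so the lists, lack genes that were not analysed here, including 1 of the genes of Fig. 4A and 4B. Whether an unnamed probe measures them was not examined. A binding site search and the free energy of miR-138 pairing were planned and are not reported here.

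The unnormalized intensities were corrected and normalized with neqc (normexp background from the detection p-values, quantile normalization, log2 with an offset of 16) in limma 3.58.1 under R 4.3.3. Probes with a detection p under 0.05 on at least 3 arrays entered (20051, of which 15182 have 1 gene). A gene is its entering probe with the highest mean over all 6 arrays; 3040 of the 11426 genes had more than 1 entering probe, and in 83 of these the called probes went both ways. Each gene was tested with lmFit and eBayes over all 6 samples with no covariate, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Groups were compared with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, with adjustment over the 24 lists. The 24 lists hold 711 genes, of which 589 were measured, meaning named through the annotation and tested here. They are the genes of Fig. 4A and 4B, pro-apoptotic genes, anti-apoptotic genes, tumour suppressor genes, genes of the 3p21.3 region, p53 target genes, DNA replication and S-phase genes, G2/M and mitosis genes, reported miR-138 targets, interferon-stimulated genes, NF-kB target cytokines and regulators, hypoxia genes, unfolded protein and amino acid stress genes, cholesterol synthesis genes, glycolysis genes, epithelial-mesenchymal transition genes, YAP and SRF target genes, immediate early genes, NRF2 target genes, cytosolic ribosomal protein genes, replication-dependent histone genes, reference genes, and markers of luminal breast epithelium and of fibroblasts.

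A probe not above background on any array of a group has only a bound there. The bound is the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest normalized signal among detected probes and the probe's own signal. This applied to 233 genes, of which 226 were called; 12 of the 233 have another probe above background in that group, none of them a gene named with a bound. A bound belongs to its probe and to the scale of neqc with an offset of 16; a larger offset gives smaller fold changes of dim genes. The number of arrays limits the precision; the median within-group SD was 0.10 on the log2 scale.

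The genes named in the text follow a rule set before the data were examined, as were the lists, the tests and the alternatives unless said otherwise. It takes the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, every measured gene of Fig. 4A and 4B and the other genes the paper measures in these cells, the 2 strongest rises and falls of each list, and probes for the miR-138 genes. The alternatives were other background corrections and normalizations, the authors' normalized table, other detection filters, the mean of a gene's probes, the replicate number as a block, the methods' t-test, other variance settings, leaving out each sample, and other thresholds. Slides are not given in the sources used here, so no slide term was fitted.

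The tests were checked on simulated data for the antagomiR-138 comparison, with the real means and spread of the 11426 genes, of which 200 were changed by 0.5 or 1 on the log2 scale. Of the genes changed by 0.5, 59.0% were recovered (median estimate 0.50), and of those changed by 1, 88.0% (median estimate 1.01), with 8 unchanged genes called. With no list changed, 0 of the 24 lists were called by camera, and with 1 list lowered by 0.5 only that list was called. The simulated noise was independent between genes and few genes were changed. The check therefore does not cover camera with correlated genes or with most genes changed. Figures were drawn with matplotlib 3.10.9.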

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

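The tests of normalization, of a lower share of cycling cells and of an interferon response were chosen after the results were seen; the random lists and the regrouping of the samples were chosen before their results were seen, except the random lists with no detection filter. The paper reports no values for these gene groups as such, although the mitosis genes include AURKA, drawn in Fig. 4, and MKI67, whose protein it stains in xenografts, and the YAP and SRF targets include LASP1 of Fig. 4. Each group passed camera at a preset correlation of 0.01. With an estimated correlation G2/M and mitosis genes passed camera (adjusted p = 0.0107), and the others did not (adjusted p from 0.0552 for NF-kB to 0.219 for YAP and SRF). The estimated correlation was 0.045 for YAP and SRF. For each other group it lay below the preset value (−0.034 for glycolysis to 0.0044 for hypoxia). A higher correlation between members is therefore not what raised the adjusted p of those groups.

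G2/M and mitosis genes had a median log2 fold change of −0.89. The median relative to all genes stayed at −0.89 or lower in 5 other background corrections and normalizations. The choice among these is therefore argued against as the source. All 5 bring the arrays to a common centre or distribution, so they cannot test that assumption. A bias with signal level is argued against, since 0 of 10000 random lists matched on mean signal had a median as low (lowest −0.26). For a lower share of cycling cells, the DNA replication genes were compared, and their median lay 0.955 above that of the mitosis genes. The SD among their members, 0.555, is not an error of this gap, and the 2 groups need not fall equally. The DNA replication genes did not fall as a block, with 14 higher and 14 lower. The test cannot exclude fewer cycling cells, and the paper reports reduced S-phase entry upon knockdown in MDA-MB-231 cells. The highest median size of the other splits of the samples was 0.32, against 0.89 in the real one (1 of 10 splits), too few splits to judge chance. Each other split also mixes the groups, which shrinks its median whatever the cause. Lower expression of mitosis genes that follows the knockdown may be a biological explanation, as a hypothesis found on these data, and a difference between the cultures unrelated to miR-138 was not tested.

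NF-kB target cytokines and regulators had a median of 0.76, and of 0.49 with no detection filter, which takes the list from 20 to 25 members. Relative to all genes it was at least 0.72 in the same 5 settings, which argues only against the choice among these. Of 10000 matched random lists, 0 had a median as high (highest 0.51, and with no detection filter also 0, highest 0.34). These random lists argue against a bias with signal level. Both groups received the lentivirus, so an interferon response to it would appear in this comparison only if it differed between them. A stronger response in antagomiR-138 cells would raise interferon-stimulated genes over scrambled control. Their median (−0.10) lay 0.859 below that of the NF-kB list, within the SD of 0.886 among members. Of 44 members, 21 were lower and 13 higher. Fry called the list lower (adjusted p = 6.21e-06), while camera did not call it (adjusted p = 0.159). These values argue against a rise of the listed genes as a set over scrambled control, though not for each member. They cannot show a response that both groups shared. The other splits of the samples, which mix the groups, reached 0.35 at most, against 0.76 in the real one (1 of 10 splits), again too few to judge chance. Activated NF-kB signalling upon knockdown may be a biological explanation, untested here, as is a difference in vector dose between the groups.

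Most genes changed (6863 of 11426). The fewest genes called in the 5 other corrections and normalizations was 6800 and the most 7142, so the choice among these did not make the count. All 5 bring the arrays to a common centre or distribution, so they cannot test that assumption. The highest count of the 9 other splits of the samples was 0 genes, but 10 splits (1 of them as large as the real one) are too few to judge chance. Each other split also mixes the groups, so the real difference adds to its spread and a low count is built in. Whether the small spread is that of separate cultures or of repeated measurements of one culture is not stated in the sources used here, and was not tested.

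Hypoxia genes had a median log2 fold change of −0.59. The median of YAP and SRF target genes was −0.53, also with the members below background at their bounds. For glycolysis genes it was −0.46, with members shared with the hypoxia list. NRF2 target genes had a median of −0.44, and of −0.22 with the mean of a gene's probes. Cholesterol synthesis genes had a median of 0.48, and of 0.28 with a normexp offset of 50.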

How the results depend on the processing

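Of 21 alternatives for the number of genes changed, 20 stayed within 1.5 times of the count of 6863 (5217, at an adjusted p under 0.01, to 7331); requiring at least 1.5-fold gave 2873 genes, 1297 higher and 1576 lower. Leaving out each sample gave 6108 to 6391 genes. Between 87.3% and 100.0% of the called genes that a setting tested were called again. The share of higher calls was 51.5%, and 47.1% (cyclic loess) to 55.3% (median scaling) over the 18 refitted settings, but 45.1% at 1.5-fold or more, where lower calls outnumber higher ones; at an adjusted p under 0.01, 2606 genes were higher and 2611 lower. The methods' t-test called 6130 genes after Benjamini-Hochberg and 6856 at an unadjusted p under 0.05, and 7331 genes passed limma's unadjusted p of 0.05. The replicate number as a block called 6586 genes. Deviations of same-numbered samples correlated at 0.00168, 0.0155 and 0.0526, so no strong shared effect of the number was seen. Of the 6 samples, 3 correlated best with their own number. Whether same-numbered samples were prepared together is not stated in the sources used here.

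Of 111 named genes, 101 kept direction and call in every setting that tested them; 94 were tested in all 18 refitted settings, 9 in 17 and 8 in 14. MXD1 (not called) fell below 0 when antagomiR-138 replicate 2 or scrambled control replicate 3 was left out (leave-one-out range −0.016 to 0.070). With median scaling, PARP1 was 0.013 and ACTB 2.0e-04 (both below 0 otherwise, and not called except ACTB with eBayes trend, adjusted p = 0.0350). COL1A2 (1.88) ranged from −0.11 to 1.93 over the leave-one-out settings: without any 1 antagomiR-138 array its other probe became the brighter one, and the mean of its probes gave 0.90. A normexp offset of 50 brought 19 of 105 called named genes nearer 0 by over 1.5 times and the mean of probes 4 (GPER1 −1.92, ZEB2 0.53, SP110 0.59 and COL1A2). DUSP2, AGR2 and RPL27 lost their call in 2, 1 and 2 of 18 settings.

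Of 24 lists, 7 were called by camera, and 1 (G2/M and mitosis) also with an estimated correlation; the others then had adjusted p of 0.0552 (NF-kB, median 0.76), 0.0582 (hypoxia, −0.59), 0.0657 (glycolysis, −0.46), 0.174 (cholesterol synthesis, 0.48, and NRF2, −0.44) and 0.219 (YAP and SRF, −0.53). The strict detection filter ended the cholesterol (0.37) and NRF2 (−0.33) calls. Calls held but medians moved by over 1.5 times for cholesterol with a normexp offset of 50 (0.28), for NRF2 with the mean of probes (−0.22) or no detection filter (−0.22), and for NF-kB with no detection filter (0.49). With no detection filter, interferon-stimulated genes (−0.11) were called. Fry asks whether a list moves one way and, unlike camera, does not compare it with the other genes, most of which changed. It also called the lists of Fig. 4A and 4B genes (−0.025), tumour suppressors (−0.067), p53 targets (0.27), DNA replication (0.062) and reported miR-138 targets (0.086). Further lists called by fry were interferon-stimulated (−0.10), stress (−0.0054), histone (0.42), reference (−0.054) and luminal (−0.35). The DNA replication list was called by fry in the lower direction, against the sign of its median. Among uncalled lists, camera's direction (medians in parentheses) reversed for DNA replication with median scaling (0.12), the mean of probes (0.094) and without antagomiR-138 replicate 1 or 2 (range of all 6 leave-one-out fits 0.047 to 0.078); for ribosomal proteins with median scaling (0.11), the mean of probes (0.015) and without antagomiR-138 replicate 1 (range −0.00487 to 0.036); for miR-138 targets with the mean of probes (0.041); for the 3p21.3 region with the strict filter (−0.0032) and without any 1 control or antagomiR-138 replicate 1 (range −0.12 to 0.091); and for fibroblast markers without any 1 control (range −0.43 to 0.12). For the 3p21.3 region fry's direction was opposite to camera's (−0.071). Apart from COL1A2, and the fewer probes or samples of some settings, the cause was not tested. A slide block, the binding site search and the free energy calculation were not run. Between 40.7% and 43.2% of probes per array were above background, which limits what dim genes can show.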

Differences from the paper's values

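The paper measured the genes of Fig. 4B by qRT-PCR, another assay, whose values are set beside the fold on the arrays. For BCL2L1 the paper's value is about 0.46 in Fig. 4B, read by eye, against 0.925 on the arrays; all 18 alternatives set before the data were examined also differ (0.890 to 0.974). With the mean of its probes, set before the data were examined, BCL2L1 passed the test as lower (log2 fold change −0.17, adjusted p = 0.0357), as the paper calls it. For TXNIP the paper's value is about 1.7 in Fig. 4B, read by eye, against 0.946 on the arrays, and all 18 alternatives differ (0.912 to 0.989). Fig. 4B marks TXNIP as higher upon knockdown; the array log2 fold change was −0.08 (adjusted p = 0.238) and no setting called it.

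For the other 6 genes the values did not differ by more than 1.5 times. Array values follow, with those of Fig. 4B, read by eye, in parentheses. They were AURKA 0.392 (0.42), LASP1 0.451 (0.34), GADD45A 1.07 (1.1), MXD1 1.02 (1.3), PANX2 1.17 (1.7) and BLCAP 2.30 (1.8). For GADD45A and MXD1 the limit of 1.5 times cannot tell a change from none, since the paper's values lie within 1.5 times of no change. Neither gene was called on the arrays. For PANX2, 2 of the 18 alternatives set before the data were examined did differ, with 1.11 at a normexp offset of 50 and 1.13 without scrambled control replicate 3, against the paper's value of about 1.7 in Fig. 4B, read by eye.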

Other observations

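Other gene groups, none called by camera in the main setting, moved in parts. With no detection filter camera did call the interferon-stimulated genes. Each median is given with its range over the other settings. Of 24 measured p53 target genes, 12 were higher, 5 lower and 7 not past the test (median 0.27, 0.14 to 0.32; camera, adjusted p = 0.348), with TNFRSF10B, a death receptor gene, up by 1.00 and the nuclease gene AEN by 0.99, whereas DDB2, above background on 2 of 3 antagomiR-138 arrays, fell by 0.74 and CCNG1 fell by 0.71. Of 44 interferon-stimulated genes, 21 were lower and 13 higher (median −0.10, −0.13 to −0.06; camera, adjusted p = 0.159): IFIT1 fell by 2.63 (log2 fold change −1.01 on another probe) and OASL, above background on 2 of 3 antagomiR-138 arrays, fell by 2.31, while SP110 rose by 1.03 (another SP110 probe gave −0.06, adjusted p = 0.780, and the mean of its probes 0.59) and IFI27 rose by 0.88. Of 17 replication-dependent histone genes, 10 were higher and 4 lower (median 0.42, 0.03 to 0.55, lowest with no detection filter; camera, adjusted p = 0.159). H2BC21 rose by 1.85 and H2BC6 by 1.43, whereas H1-4 fell by 1.24 and H4C3 fell by 0.49. Of 32 unfolded protein and amino acid stress genes, 7 were higher and 13 lower (median −0.01, −0.08 to 0.04; camera, adjusted p = 0.374); DNAJB9 rose by 1.12 and XBP1 by 0.57, and EDEM1 fell by 2.14. With a normexp offset of 50 the log2 fold changes were −0.37 for DDB2, −1.38 for OASL, 1.17 for H2BC21, 0.86 for H2BC6 and −0.80 for H1-4. Counts adjusted over the list alone were the same for each list of this part, except the ribosomal protein genes.

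Of 31 epithelial-mesenchymal transition genes, 11 were higher and 13 lower (median −0.05, −0.12 to 0.01; camera, adjusted p = 0.843). CDH11 rose by 1.41 and ZEB2 by 1.18 (another ZEB2 probe gave −0.12, adjusted p = 0.638), TGFBI fell by 1.15, and CDH2 was at least 1.74-fold lower. Of 22 immediate early genes, 11 were higher and 7 lower (median 0.12, −0.01 to 0.28; camera, adjusted p = 0.843). SGK1 rose by 0.94, ZFP36 fell by 1.02, and DUSP2 had a log2 fold change of 0.67 (adjusted p = 0.0190, 0.00134 to 0.0814 over 18 other settings, and 0.0610 without scrambled control replicate 1). Of 20 reported miR-138 targets, 7 were higher and 6 lower (median 0.09, 0.03 to 0.15; camera, adjusted p = 0.843), with FOSL1 down (log2 fold change −0.70). Of 10 measured genes of the 3p21.3 region, 3 were higher and 2 lower (median −0.07, −0.12 to 0.09, while camera placed the list in the lower direction and fry in the higher; camera, adjusted p = 0.974). HYAL3 rose by 1.29 and GNAI2 by 0.73, CYB561D2 fell by 0.65, and SEMA3B was at least 2.80-fold lower. With a normexp offset of 50 the log2 fold changes were −0.60 for CDH2, 0.42 for DUSP2 and −1.04 for SEMA3B. The list of the genes of Fig. 4A and 4B as a whole had a median of −0.02 (−0.06 to 0.02; camera, adjusted p = 0.843).

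Of 50 cytosolic ribosomal protein genes, 3 were higher and 9 lower (1 and 5 when adjusted over the list alone; median 0.01, −0.02 to 0.11, while camera placed the list in the lower direction, adjusted p = 0.974). RPS7 rose by 0.41, RPL13 fell by 0.75 and RPS2 fell by 0.44, and RPL27 had a log2 fold change of 0.23 (adjusted p = 0.0163; 0.000374 to 0.0568 over 18 other settings, lost without scrambled control replicate 3 at 0.0568 and without antagomiR-138 replicate 3 at 0.052). Of 25 reference genes, 5 were higher and 8 lower (median −0.05, −0.09 to 2.0e-04; camera, adjusted p = 0.624): REEP5 rose by 0.87, EMC7 by 0.63, HPRT1 fell by 0.72 and PGK1 fell by 0.57. ACTB (−0.13, adjusted p = 0.148) and PARP1 (−0.07, adjusted p = 0.34) were not past the test, and with median scaling both were at or above 0 (2.0e-04 and 0.013).

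Of 13 markers of luminal breast epithelium, 4 were higher and 7 lower (median −0.35, −0.37 to −0.13, nearest 0 with no detection filter and −0.23 to −0.21 without any 1 control, or −0.20 with the member below background at its bound; camera, adjusted p = 0.374). KRT8 fell by 1.18 and ERBB2 fell by 1.15, whereas AGR2 had a log2 fold change of 0.64 (adjusted p = 0.0141; 0.000989 to 0.0667 over 18 other settings). Of 8 fibroblast markers, 3 were higher and 4 lower (median −0.13, −0.43 to 0.12; camera, adjusted p = 0.880). LUM, above background on 1 of 3 control arrays, rose by 1.39, PDGFRB was 3.25-fold lower, and PI16 was at least 2.02-fold lower. A normexp offset of 50 gave log2 fold changes of 0.42 for AGR2, 0.72 for LUM, −1.11 for PDGFRB and −0.80 for PI16. The COL1A2 probe with the higher mean gave 1.88 and the other −0.08 (adjusted p = 0.483 over all entering probes), so the rise rests on 1 probe and is lost in each setting without an antagomiR-138 array (−0.11 to −0.01). Of 4869 entering probes not assigned to 1 gene here, 883 were higher and 782 were lower.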
